# Protein farnesylation is upregulated in Alzheimer’s human brains and neuron-specific suppression of farnesyltransferase mitigates pathogenic processes in Alzheimer’s model mice

**DOI:** 10.1186/s40478-021-01231-5

**Published:** 2021-07-27

**Authors:** Angela Jeong, Shaowu Cheng, Rui Zhong, David A. Bennett, Martin O. Bergö, Ling Li

**Keywords:** Protein prenylation, Farnesyltransferase, Cholesterol, Isoprenoids, Small GTPases, Alzheimer’s disease

## Abstract

The pathogenic mechanisms underlying the development of Alzheimer’s disease (AD) remain elusive and to date there are no effective prevention or treatment for AD. Farnesyltransferase (FT) catalyzes a key posttranslational modification process called farnesylation, in which the isoprenoid farnesyl pyrophosphate is attached to target proteins, facilitating their membrane localization and their interactions with downstream effectors. Farnesylated proteins, including the Ras superfamily of small GTPases, are involved in regulating diverse physiological and pathological processes. Emerging evidence suggests that isoprenoids and farnesylated proteins may play an important role in the pathogenesis of AD. However, the dynamics of FT and protein farnesylation in human brains and the specific role of neuronal FT in the pathogenic progression of AD are not known. Here, using postmortem brain tissue from individuals with no cognitive impairment (NCI), mild cognitive impairment (MCI), or Alzheimer’s dementia, we found that the levels of FT and membrane-associated H-Ras, an exclusively farnesylated protein, and its downstream effector ERK were markedly increased in AD and MCI compared with NCI. To elucidate the specific role of neuronal FT in AD pathogenesis, we generated the transgenic AD model APP/PS1 mice with forebrain neuron-specific FT knockout, followed by a battery of behavioral assessments, biochemical assays, and unbiased transcriptomic analysis. Our results showed that the neuronal FT deletion mitigates memory impairment and amyloid neuropathology in APP/PS1 mice through suppressing amyloid generation and reversing the pathogenic hyperactivation of mTORC1 signaling. These findings suggest that aberrant upregulation of protein farnesylation is an early driving force in the pathogenic cascade of AD and that targeting FT or its downstream signaling pathways presents a viable therapeutic strategy against AD.

## Introduction

Alzheimer’s disease (AD) is the most common cause of age-related dementia, characterized by progressive cognitive decline, and widespread deposition of neuritic plaques and neurofibrillary tangles in the brain. However, the pathogenic mechanisms underlying the development of AD remain elusive. In recent years, genome-wide association studies have identified several other genes besides APOE that are involved in cholesterol metabolism as top genetic risk factors for late-onset AD, generating much attention to the importance of cholesterol-related pathways in AD pathogenesis [1–3]. Cholesterol is one of many products of the mevalonate pathway (Fig. 1), and farnesyl pyrophosphate (FPP) serves as a branch point for cholesterol and nonsterol isoprenoids synthesis [4]. Emerging evidence suggests that these isoprenoids play important roles in the development of AD [5–8]. Isoprenoids, including FPP and geranylgeranyl pyrophosphate (GGPP), are short-chain lipid molecules. Three enzymes, farnesyltransferase (FT), geranylgeranyl transferase-1 (GGT-1; GGT), and -2 (GGT-2, also known as RabGGT) covalently attach FPP or GGPP to a cysteine residue in the C-terminal CAAX motif of target proteins [9] (Fig. 1). These posttranslational modification processes, namely farnesylation and geranylgeranylation, are collectively called protein prenylation [10]. Attachment of isoprenoids enhances the lipophilicity at the C-terminus, facilitates the anchoring of the proteins to endomembrane/plasma membranes, and subsequently enables their interactions with downstream effectors. The superfamily of small GTPases, including Ras, Rho, and Rab GTPases, is the most widely studied group of proteins that are modified by prenylation. These small GTPases and their downstream signaling pathways regulate a wide range of cellular processes such as regulation of cell cycle entry, endosomal trafficking, cell adhesion and migration [11–13]. Dysregulation of protein prenylation and dysfunction of small GTPases have been implicated in various disorders, including progeria and neurodegenerative diseases, as well as cancers and cardiovascular or cerebrovascular diseases [7, 8, 14].

**Fig. 1:**
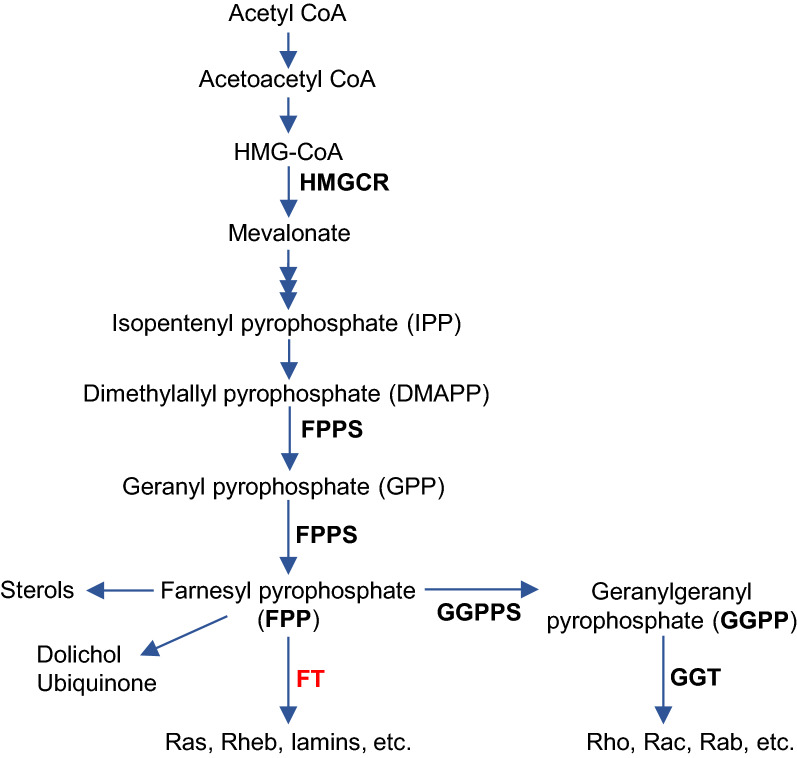
The mevalonate/isoprenoid and protein prenylation pathways. Farnesyl pyrophosphate (FPP) is derived from mevalonate, serving as the branching point for the non-steroid isoprenoid pathway and the sterol synthesis pathway. FPP and geranylgeranyl pyrophosphate (GGPP) are used for protein farnesylation and geranylgeranylation (collectively called protein prenylation) by the catalytic actions of farnesyltransferase (FT) and geranylgeranyl transferases (GGTs), respectively. HMG-CoA: 3-Hydroxy-3-methylglutaryl-CoA, HMGCR: Hydroxymethylglutaryl-CoA reductase, GPPS: Geranyl pyrophosphate synthase, FPPS: Farnesyl pyrophosphate synthase, GGPPS: Geranylgeranyl pyrophosphate synthase, FT: Farnesyltransferase, GGT: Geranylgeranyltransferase-1/2

Pharmacological inhibition of isoprenoid synthesis using statins [15–18], protein farnesylation using FT inhibitors [19, 20], or inhibition of downstream signaling cascades of Ras and Rho GTPases [19, 21, 22] has shown benefits against amyloid-β (Aβ)/tau pathologies and synaptic/cognitive dysfunction in cellular and transgenic animal models. In humans, the levels of FPP and GGPP are elevated in the brain of individuals with AD [23, 24], and the overactivation of Ras/Rho GTPases signaling cascade correlates with the progression of amyloid or tangle pathologies [25, 26]. Collectively, these lines of evidence suggest that dysregulation of isoprenoid synthesis and overactivation of Ras/Rho GTPases pathways influence the pathogenesis of AD. However, the dynamics of protein prenylation per se in human brains is unknown and the specific roles of neuronal prenyltransferases are not understood. Further, pharmacological manipulations may be compromised by off-target effects, and genetic approaches that directly target the prenyltransferases are required to unravel the role of protein prenylation in the pathogenic process of AD.

Previously, we have shown that systemic haplodeficiency of either FT or GGT reduces Aβ deposition and neuroinflammation; however, intriguingly, only FT haplodeficiency rescues cognitive deficits in the APP/PS1 transgenic mouse model of AD [27], suggesting distinct roles of FT and GGT in regulating neuronal function. In follow-up studies, we found that GGT haplodeficiency significantly impairs synaptic and cognitive function whereas FT haplodeficiency has no adverse effects under physiological conditions [28, 29], indicating FT as a safer therapeutic target than GGT. Here, using postmortem brain tissue samples from individuals at different stages of AD, namely no cognitive impairment (NCI), mild cognitive impairment (NCI), or Alzheimer’s dementia, we show that FT, but not GGT, is upregulated in AD brains. Correspondingly, an exclusively farnesylated protein, H-Ras, is elevated in its membrane-associated form, and its downstream effector ERK is over-activated in the brain of individuals with MCI as well as AD. To elucidate the direct impact of neuronal FT on the pathogenic process of AD, we generated forebrain neuron-specific FT knockout in APP/PS1 mice, followed by a battery of behavioral assessments, biochemical assays, and unbiased transcriptomic analysis. Our results demonstrate that the forebrain neuron-specific FT deletion improves memory function and reduces brain Aβ load in APP/PS1 mice through suppressing APP processing and reversing the pathogenic hyperactivation of mTORC1 signaling. These findings suggest that aberrant upregulation of FT and subsequent protein farnesylation is an early driving force in the pathogenic cascade of AD and that overactivation of downstream signaling pathways contributes to the development of cognitive impairment and neuropathology. Therefore, targeting FT and/or its downstream effectors presents a promising approach to mitigate neuropathology and preserve memory function in AD.

## Materials and methods

### Human brain tissue samples

Frozen human dorsolateral prefrontal cortex (Brodmann area 9/46) samples from participants of Religious Orders Study (ROS) were obtained from Rush Alzheimer’s Disease Center, Chicago, IL. Details on the overall study design as well as the antemortem and postmortem neuropathological assessment procedures of ROS were reported previously [30]. The study was approved by an Institutional Review Board of Rush University Medical Center, and all participants signed informed consent, an Anatomic Gift Act, and a repository consent to allow their tissue and data to be shared. Brain samples from 60 participants were obtained, with 20 samples from each of three different cognitive diagnosis groups—no cognitive impairment, mild cognitive impairment, and Alzheimer’s dementia, independent of neuropathological indices, as previously described [31, 32]. Mean age at death, education level, post-mortem interval), and sex were matched among the three groups as closely as possible upon sample selection (Table 1).

**Table 1:** Human participant demographics

	NCI (No cognitive impairment)	MCI (Mild cognitive impairment)	AD (Alzheimer’s dementia)
# Samples	20	20	20
Age at death (yr)	87.16 ± 3.39	87.42 ± 3.32	87.38 ± 3.58
Male/female	4/16	4/16	4/16
Education (yr)	17.60 ± 1.39	17.60 ± 1.39	17.70 ± 1.49
Post-mortem interval (hr)	6.21 ± 3.96	9.31 ± 5.40	6.97 ± 4.29
Total amyloid-β (% area)	4.27 ± 3.76	1.90 ± 1.80	3.92 ± 3.27
Tau tangle density	3.88 ± 0.55	3.61 ± 0.98	10.47 ± 10.74

### Animals

APP/PS1 double transgenic mice (B6C3-Tg (APPswe, PSEN1ΔE9) 85Dbo/J; stock# 004,462) were purchased from The Jackson Laboratory (Bar Harbor, ME). To generate forebrain neuron-specific FT knockout, mice homozygous for floxed alleles for the FT β-subunit (FT^f/f^) [33] were bred with the CamKIIα-Cre recombinase mice [34] to produce FT^f/+^Cre+ mice, followed by further crossing with FT^f/f^ to generate homozygous forebrain neuron-specific FT-knockout mice (FT^f/f^Cre+). Meanwhile, APP/PS1 mice were bred with FT^f/f^ mice in a similar manner to generate APP/PS1 mice harboring homozygous floxed FT (APP/PS1/FT^f/f^). Breeding APP/PS1/FT^f/f^ mice with FT^f/f^Cre+ generated littermates with four different genotypes: APP/PS1/FT^f/f^Cre+ (APP/PS1/FTnKO), APP/PS1/FT^f/f^Cre- (APP/PS1), FT^f/f^Cre+ (FTnKO), and FT^f/f^Cre- (WT). Weanlings were PCR genotyped with DNA extracted from tail/ear biopsies. Both males and females were included. Behavioral assessments were performed at 9 months of age and brain samples were collected at 10 months of age for biochemical analyses. All animal procedures used for this study were prospectively reviewed and approved by the Institutional Animal Care and Use Committee of the University of Minnesota (IACUC protocol # 1908-37310A).

### Assessment of mouse behavioral function

Three behavioral tests were performed in a consecutive order to assess AD-related behaviors: the open field test (days 1–3) for exploratory behavior in response to environmental stimuli, the elevated plus-maze test (days 4 and 5) for anxiety, and the Morris water maze test (days 6–11) for spatial learning and memory. All procedures have been previously described using the ANYMAZE system and instruments (San Diego Instruments, San Diego, CA) [27, 35, 36]. Briefly, during the open field test, mice were placed in an open square box and allowed to explore for 5 min. The path length and the time spent in the central zone were recorded. For the elevated plus-maze, mice were allowed to explore the two open and closed arms for 5 min while the path length and the time spent in the open arms were recorded. The Morris water maze test was performed using a round basin filled with water surrounded by external visual cues for orientation. The testing paradigm included the acquisition learning phase with 4 trials daily for 5 consecutive days (hidden platform), followed by the probe trial for memory retention the day after (no platform), and then the visible platform trial to assess visual acuity. The escape latency and swim path length were recorded during all trials.

### Preparation of brain tissue homogenates, and membrane and cytosolic fractions

Post-mortem human brain tissue samples (~ 50 mg) were homogenized in 300 μl low osmotic lysis buffer (5 mM Tris–HCl pH 7.4, 2 mM EDTA) supplemented with protease inhibitors and phosphatase inhibitors. An aliquot was homogenized further in the equal volume of 2 × Laemmli SDS buffer, sonicated, and centrifuged at 13,000 × g for 15 min. The supernatant was saved as the total brain tissue homogenate for immunoblot analysis. Another aliquot of the homogenate was centrifuged at 1,500 × g for 15 min at 4 °C and the supernatant was then centrifuged at 100,000 × g for 1 h at 4 °C in a Beckman Coulter Optima™ MAX-UP Ultracentrifuge using the TLA-120.1 fixed-angle rotor. The resulting supernatant was collected as the cytosolic fraction. The pellet was washed and re-suspended in the equal initial volume of lysis buffer as the membrane fraction. Both cytosol and membrane fractions were added with 5 × Laemmli SDS sample buffer and equal volumes of the fractions were subjected to immunoblot analysis.

Mouse brain tissue samples were collected and processed as described previously [27, 37, 38]. Briefly, mice were deeply anesthetized and transcardially perfused with ice-cold PBS. Brains were harvested and cut sagittally into left and right hemispheres. The left hemisphere was fixed in 4% paraformaldehyde for immunohistochemical analysis. The cortex, hippocampus, and cerebellum were dissected from the right hemisphere, snap-frozen in liquid nitrogen, and stored at − 80 °C until processed for immunoblot analysis and ELISA.

### Cell culture and treatment

Human neuroblastoma SH-SY5Y cells stably transfected with the wild-type APP695 construct or empty (mock) pCEP4 mammalian expression vector (a kind gift from Dr. Gunter Eckert, University of Giessen, Germany) were cultured as previously described [39]. To study the effect of a farnesyltransferase inhibitor, cells were incubated in the growth media added with 1 μM tipifarnib (Sellect cat# S1453) or vehicle (dimethyl sulfoxide, DMSO) for 48 h. Cells were harvested in PBS containing 1% triton x-100 supplemented with protease inhibitor and phosphatase inhibitor cocktails, lysed by sonication, and subjected to immunoblot analysis.

### Immunoblot analysis

The procedures for immunoblot analyses have been described previously [27, 37, 38]. Briefly, total brain tissue and cellular lysates or the cytosolic and membrane fractions were subjected to 12% or 15% SDS-PAGE under the reducing condition, and proteins were transferred to PVDF membranes. Primary and secondary antibodies used are listed in Table 2. The membranes were treated with the Western Lightning Plus ECL detection reagent (PerkinElmer Life Sciences, catalog no. NEL103001EA) or Clarity Western ECL substrate (Bio-Rad). Signals were captured by exposing to HyBlot CL films (Denville, catalog no. E3018) or using the iBright™ imaging system (Invitrogen). ImageJ software was used for densitometry analysis.

**Table 2:** Antibodies used in this study

Target	Vendor	Catalog#	Source/isotype	MW	Application
*Primary antibodies*					
β-actin (C4)	Millipore	MAB1501	Mouse/IgG_1 k_	43 kD	WB
Pan-Akt (40D4)	Cell Signaling	2920	Mouse/IgG_1_	60 kD	WB
Phospho-Akt (Ser473) (D9E)	Cell Signaling	4060	Rabbit/IgG	60 kD	WB
Beta-Amyloid (CT695)	Invitrogen	51–2700	Rabbit/IgG	10–12, 110 kD	WB
Beta-Amyloid_1-16_ (6E10)	BioLegend	SIG-39320	Mouse/IgG_1 k_	4–16, 100 kD	IHC
Soluble APP-alpha (2B3)	Clonetech	11088	Mouse/IgG_2b_	100 kD	WB
Soluble APP-beta-swe (6A1)	Clonetech	10321	Mouse/IgG_3_	100 kD	WB
ApoE (3B3C32)	BioLegend	674802	Rat/IgG_2a k_	34 kD	WB
BACE1	Invitrogen	PA1-757	Rabbit/IgG	65 kD	WB
Calnexin (H-70)	Santa Cruz	sc-11397	Rabbit/IgG	90 kD	WB
Phospho-ERK1/2 (Thr202/Tyr204)	Cell Signaling	9101	Rabbit/IgG	42, 44 kD	WB
ERK1/2	Cell Signaling	9102	Rabbit/IgG	42, 44 kD	WB
Farnesyl transferase β subunit (X28)	Santa Cruz	sc-137	Rabbit/IgG	48 kD	WB
GAPDH (V-18), HRP-conjugated	Santa Cruz	sc-20357 HRP	Goat/IgG	36 kD	WB
GAPDH (6C5)	Invitrogen	AM4300	Mouse/IgG_1_	36 kD	WB
Geranylgeranyl transferase β subunit (H-3)	Santa Cruz	sc-376655	Mouse/ IgG_1 k_	42 kD	WB
H-Ras (C20)	Santa Cruz	sc-520	Rabbit/IgG	21 kD	WB
H-Ras	ProteinTech	18295–1-AP	Rabbit/IgG	21 kD	WB
HDJ2 (KA2A5.6)	Invitrogen	MA5-12748	Mouse/IgG1	40 kD	WB
IBA1	Wako	019-19741	Rabbit/IgG	16 kD	IHC
IDE	Sigma-aldrich	AB9210	Rabbit/IgG	110 kD	WB
LRP1 (6F8)	Sigma-aldrich	MABN1796	Mouse/ IgG_1 k_	85 kD	WB
Neprilysin (F-4)	Santa Cruz	sc-46656	Mouse/ IgG_1 k_	100 kD	WB
Rab7 (117)	Sigma-aldrich	R8779	Mouse/IgG_2b_	24 kD	WB
Rheb (B-12)	Santa Cruz	sc-271509	Mouse/IgG_2b_ k	21 kD	WB
RhoA (26C4)	Santa Cruz	sc-418	Mouse/IgG_1 k_	24 kD	WB
p-S6 ribosomal protein (Ser240/244)	Cell signaling	2215	Rabbit/IgG	32 kD	WB
S6 ribosomal protein (5G10)	Cell signaling	2217	Rabbit/IgG	32 kD	WB
Phospho-p70 S6 Kinase (Thr389)(108D2)	Cell signaling	9234	Rabbit/IgG	70, 85 kD	WB
p70 S6 Kinase (49D7)	Cell signaling	2708	Rabbit/IgG	70, 85 kD	WB
α-tubulin (B-5-1-2)	Sigma-aldrich	T5168	Mouse/IgG_1_	50 kD	WB

Target	Vendor	Catalog #	Source/Isotype	Application
*Secondary antibodies/binding proteins*				
Anti-rabbit IgG, HRP-conjugated	Santa Cruz	sc-2357	Mouse/IgG	WB
Anti-mouse IgG, HRP-conjugated	Santa Cruz	sc-2307	Donkey/IgG	WB
Mouse IgG_k_ light chain binding protein, HRP-conjugated	Santa Cruz	sc-56102	N/A	WB
Anti-rabbit IgG, HRP-conjugated	Santa Cruz	sc-2305	Donkey/IgG	WB

### Amyloid-β ELISA

Frozen mouse cortical and hippocampal samples were processed as described previously [27, 37, 38]. Briefly, brain samples were homogenized sequentially in carbonate and guanidine buffers to obtain the carbonate-soluble and carbonate-insoluble (guanidine-soluble) fractions. The levels of Aβ in these fractions were determined with Aβ40- and Aβ42-specific ELISA kits (KHB3481 and KHB3441, ThermoFisher) following the manufacturer’s protocol.

### Immunohistochemical analysis

Protocols for immunohistochemical analysis have been described previously [27, 37, 38]. Briefly, mouse brain hemispheres prefixed with 4% PFA for 48 h were sectioned at 50 μm using a Vibratome (Leica Microsystems Inc). Immunostaining of free-floating sections was performed using the ABC kit (Vector Laboratories, Burlingame, CA). The primary antibody 6E10 was used for assessing Aβ deposition, and IBA-1 antibody was used for assessing activated microglia. Detailed information on antibodies is available in Table 2. Immunoreactivity of Aβ and IBA-1 in cortical and hippocampal areas was quantified using Image-Pro Plus (MediaCybernetics, Rockville, MD) and Fiji/Image J.

### RNA extraction, library preparation, and sequencing

Eighteen mice (9–10 months) were used for transcriptome analysis of the brain: 6 APP/PS1/FTnKO, 6 APP/PS1, and 6 WT controls. The Aurum™ Total RNA Fatty and Fibrous Tissue Kit (732–6830; Bio-Rad) was used to extract total RNA from the frontal cortex following the manufacturer’s instructions. RNA quantity was measured using Quant-iT RiboGreen Assay Kit (ThermoFisher), and the quality was determined by the Agilent Bioanalyzer system. An RNA integrity number value of 8.0 or greater (marginal 7.6–7.9) was used for the RNA library preparation. RNA-seq libraries were prepared using Illumina TruSeq Stranded mRNA Kit and sequenced using Illumina NovaSeq 6000 platform, generating 20 million reads per sample on a 150-bp paired-end run. All quality control, library preparation and sequencing were conducted at the University of Minnesota Genomics Center.

### RNA sequencing read mapping and data analysis

The raw reads were trimmed using Trimmomatic v0.33, and the trimmed reads were aligned to the GRCm38 reference genome using Hisat2 v2.1.0. The gene-level read counts were generated from the mapped reads using featureCounts. Downstream differential expression analysis was carried out using DESeq2 v3.12 [40] in R v.3.6.2. 

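Distances between the 18 mice were computed from the deposited gene counts with edgeR's multi-dimensional scaling, which takes for each pair of mice the 500 genes that differ most in log2 CPM (prior count 2), so that a distance is a typical log2 fold change of those genes. WT mouse 19622 had a mean distance of 4.31 to the other mice of its genotype. The mean distances of the other 5 WT mice, with 19622 among their partners, were 2.40 to 2.51, those of the 6 APP/PS1 mice 1.92 to 2.34 and those of the 6 APP/PS1/FTnKO mice 1.95 to 2.16. On the first dimension 19622 lay at -3.79 and the other 17 mice lay between -0.03 and 0.50. The largest distance between any pair of the other 17 mice was 2.70, while the smallest mean distance of 19622 to the mice of any genotype was 4.27. With all tested genes in place of the 500, its mean distance was 1.10 and those of the other WT mice were 0.56 to 0.60, and with a common set of genes for all pairs they were 3.71 and 1.95 to 2.08. The total count of 19622 was 19330958 and its RNA integrity number was 8.6, both within the ranges of the other mice.

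**Figure D1:**
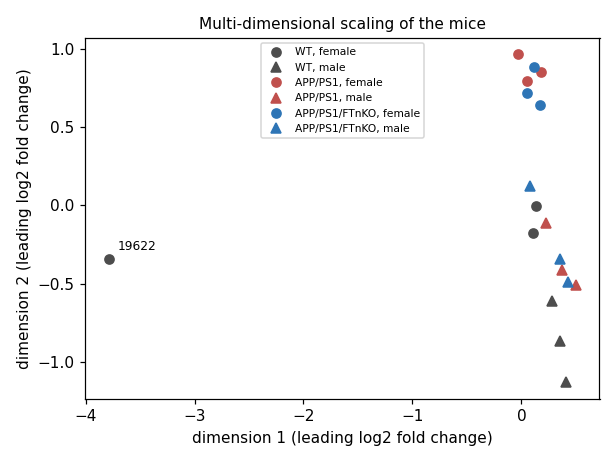
Multi-dimensional scaling of the 18 mice by genotype, with the leading log2 fold change on dimension 1 and dimension 2 as axes and a symbol per mouse. WT mouse 19622 lies at -3.79 on dimension 1, apart from the other 17 mice, which lie between -0.03 and 0.50.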

Multi-dimensional scaling plot-diagnostics identified a non-transgenic WT sample as an outlier. Therefore, the sample was excluded from the differential gene expression analysis. A model was built to test the effect of genotype, adjusting for sex (design =  ~ sex + genotype). Wald test was performed for each gene and the attained p-values were corrected for multiple testing by using the Benjamini–Hochberg method. A differentially expressed gene was defined as FDR < 0.05. Gene set enrichment analysis and the transcription factor-gene co-occurrence analysis were conducted using Enrichr [41, 42] and Ingenuity Pathway Analysis. Volcano plots and Z-score heatmaps were generated in GraphPad Prism 8.

### Statistical analysis

Data are expressed as means ± standard error). Statistical tests were carried out using R and GraphPad Prism 8. The normality of the data was tested with Shapiro–Wilk test. For comparing multiple groups, Welch’s ANOVA followed by post-hoc Dunnett’s multiple comparison tests were used for normally distributed data, whereas Kruskal–Wallis followed by Wilcoxon rank-sum test was used for non-normally distributed data. For comparing immunoblot results of membrane-associated or phosphorylated proteins between paired samples, the Wilcoxon signed-rank test was used. For comparisons of behavioral performance over consecutive days, repeated measures two-way ANOVA was conducted followed by post-hoc Sidak’s multiple comparisons. To compare differences between two groups, the Student’s t-test was used. The *p*-value < 0.05 was considered statistically significant.

## Results

### Elevated FT expression in AD brains accompanied by an increase in H-Ras farnesylation and activation of downstream signaling

Previous studies have reported upregulation of isoprenoids biosynthesis in AD brains as evidenced by an increase in the level of isoprenoids and in the mRNA expression of farnesyl pyrophosphate synthase (FPPS) and geranylgeranyl pyrophosphate synthase (GGPPS) [23, 24]. However, little is known whether the elevation in isoprenoids leads to increased prenylation of target proteins including small GTPases and activation of their downstream signaling pathways. To evaluate the levels of protein prenylation during the progression of AD, postmortem human brain tissue samples were obtained from the Religious Orders Study (ROS) participants with three different clinical diagnoses –NCI, MCI, and Alzheimer’s dementia [30]. Sixty individuals (20 from each group), matched for age, sex, and education, were selected for this study solely based on clinical diagnosis independent of neuropathological scores. Demographic and pathology information of the selected participants are summarized in Table 1.

First, to measure the protein expression of FT and GGT, the brain tissue homogenates were subjected to immunoblot analyses (Fig. 2A). The results showed that FT levels were significantly elevated in AD brains and a trend of increase in the MCI group (Fig. 2B), whereas GGT levels were similar among the three groups (Fig. 2C). Then, we proceeded to determine whether elevated FT leads to an increase in protein farnesylation. Given that prenylation facilitates membrane association of target proteins, we isolated prenylated proteins from unprenylated proteins by separating the membrane and cytosolic fractions of the brain lysates using analytical ultracentrifugation as previously reported [33, 43]. H-Ras, unlike other Ras isoforms such as N-Ras or K-Ras that can be alternatively geranylgeranylated upon inhibition of FT, is exclusively farnesylated [44]. Thus, H-Ras was selected to assess protein farnesylation in the brain samples. Immunoblot analyses showed that membrane-associated (farnesylated) to cytosolic (unfarnesylated) H-Ras ratios were more than threefold higher in MCI and fourfold higher in AD brains compared with NCI (Fig. 2F, G). Notably, there was no difference in total H-Ras levels in the unfractionated brain tissue homogenates among the three groups (Fig. 2D, E), indicating the specific increase in the farnesylated H-Ras in MCI and AD brains.

**Fig. 2:**
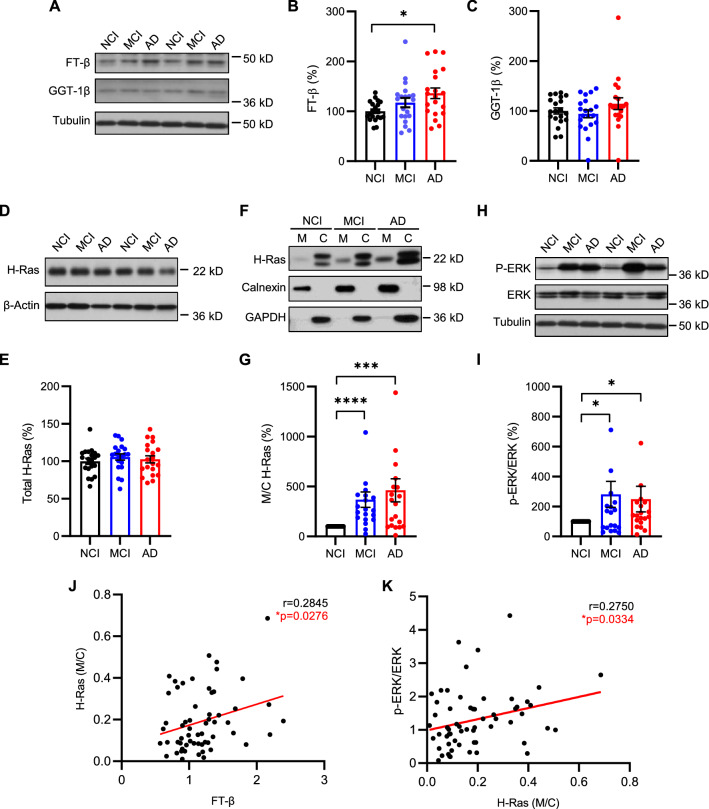
Elevation of FT in AD brains accompanied by an increase in H-Ras farnesylation and ERK activation in brains with MCI as well as AD. **A** Immunoblot analysis of FT-β subunit and GGT-1β subunit in the prefrontal cortical tissue lysates from individuals with no cognitive impairment (NCI), mild cognitive impairment (MCI), or Alzheimer’s disease (AD). **B**, **C** Densitometry analysis of FT-β and GGT-1β immunoblots normalized by tubulin with the levels in the NCI group set as 100%. **D**, **E** Immunoblot analysis of total H-Ras and densitometric analysis of H-Ras normalized by β-actin. **F**, **G** Immunoblot analysis of H-Ras in the membrane (M) and cytosolic (C) fractions. Immunoblot analysis of ER membrane-associated calnexin and cytosolic GAPDH confirms the separation of membrane-associated and cytosolic proteins. Ratios of membrane-associated (farnesylated) H-Ras to cytosolic (unfarnesylated) H-Ras were compared relative to the NCI group. **H**, **I** Immunoblot analysis of phospho-ERK (P-ERK) and total ERK in the brain tissue lysates. Ratios of P-ERK (activated) to total ERK were compared relative to the NCI group. **J**, **K** Positive correlations of membrane (farnesylated) H-Ras with FT and P-ERK levels by Pearson correlation analysis. n = 20 per group; **B**, **C** and **E** Kruskal–Wallis, 2-tailed with post-hoc Dunn’s multiple comparison test; **G** and **I** Wilcoxon signed rank-order test, 2-tailed; *p < 0.05; ***p < 0.005; ****p < 0.0001

It is well known that the extracellular signal-regulated kinase (ERK) is a key downstream effector of Ras and its activity is regulated by phosphorylation status [45]. To determine if the elevated farnesylated H-Ras led to changes in the activation of downstream signaling, we measured phosphorylated (activated) and total ERK levels (Fig. 2H). Consistent with the farnesylated H-Ras levels, phosphorylated-to-total ERK ratios were approximately 2 to 3–fold higher in MCI and AD brains compared with those with NCI (Fig. 2I). Further, the levels of membrane/farnesylated H-Ras were positively correlated with the levels of FT (Fig. 2J) and phosphorylated-to-total ERK ratios (Fig. 2K), respectively. Taken together, these results suggest that upregulation of FT expression, along with subsequent increase in protein farnesylation and overactivation of downstream signaling pathways, is an early event in the pathogenic cascade of AD.

### Generation of forebrain neuron-specific FT knockout in APP/PS1 mice

Next, we tested whether direct genetic suppression of FT could modify the pathogenic process of AD. Previously, we have shown that germline/systemic FT heterozygous deletion rescues cognitive function and mitigates amyloid pathology as well as neuroinflammation in the APP/PS1 transgenic mouse model of AD [27]. To dissect the specific role of neuronal FT in AD pathogenesis and to circumvent the impact of FT deletion during the embryonic development, we crossed FT-floxed (FT^f/f^) mice with the CaMKIIα promoter-driven Cre recombinase (Cre+) transgenic mice to generate conditional FT knockout mice (FTnKO) (Fig. 3A), in which FT is selectively deleted in the forebrain neurons postnatally [33, 34]. To confirm the age dependence and brain regional specificity of FT deletion, cortical, hippocampal, and cerebellar tissue lysates of the conditional FT knockout mice were subjected to immunoblot analyses for the β subunit of FT and HDJ-2, a well-known farnesylated protein that is widely used as a marker for farnesylation [46]. As expected, the results showed greater reduction of FT with increasing age, accompanied by an increase in unfarnesylated HDJ-2 in the cortex and hippocampus, but not in the cerebellum (Fig. 3B). Further, immunoblot analysis of membrane and cytosolic fractions of cortical tissue lysates from FTnKO mice showed reduced membrane localization of FT substrates, H-Ras and Rheb (Ras homolog enriched in brain), while the membrane association of a GGT substrate RhoA was not affected by conditional FT knockout (Fig. 3C, D). These results demonstrated the specificity of forebrain FT knockout in these mice. To investigate the role of neuronal FT in the pathogenic process of AD, FT^f/f^ Cre+ mice were crossed with APP/PS1/FT^f/f^ to produce APP/PS1 mice with neuronal FT knockout (APP/PS1/FT^f/f^/Cre+ , designated as APP/PS1/FTnKO), and littermate APP/PS1 controls (APP/PS1/FT^f/f^/Cre-, designated as APP/PS1), along with FT^f/f^/Cre+ (FTnKO) and FT^f/f^/Cre- (wild-type, WT) mice. To confirm that neuronal FT deletion leads to similar reduction of protein farnesylation in APP/PS1 mice, cortical tissue lysates from APP/PS1 and APP/PS1/FTnKO mice were subjected to immunoblot analysis for HDJ-2 first, and then for H-Ras, Rheb, and RhoA in the membrane and cytosolic fractions. As in FTnKO mice, neuronal FT knockout in APP/PS1 mice markedly increased unfarnesylated HDJ-2 and reduced the membrane association of farnesylation substrates H-Ras and Rheb, but not the membrane association of GGT substrate, RhoA (Fig. 3E, F, G).

**Fig. 3:**
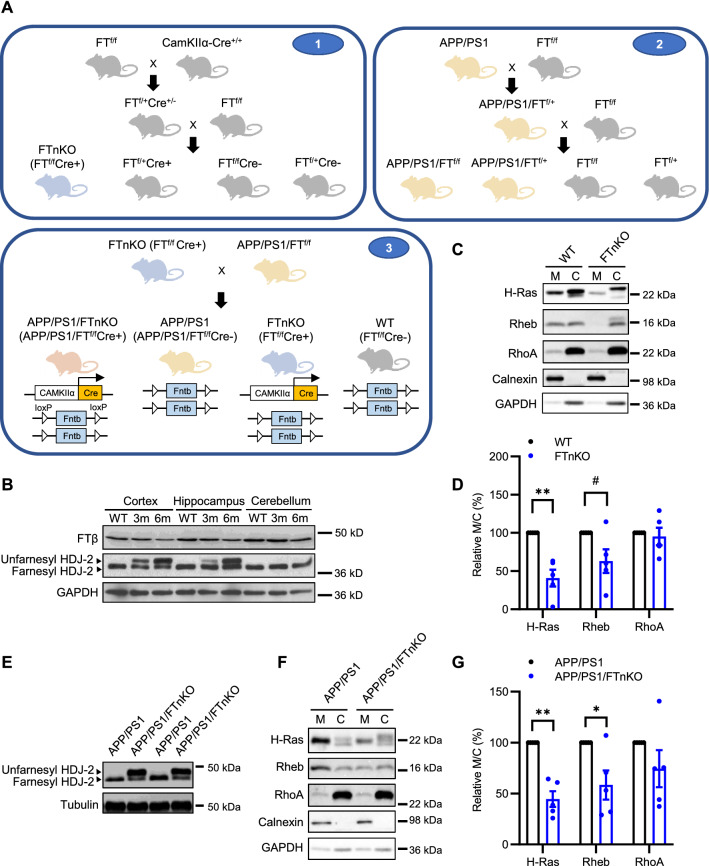
Generation of forebrain neuron-specific FT knockout mice. **A** Schematic representation of the 3-step breeding strategy to generate APP/PS1 mice harboring homozygous FT knockout in forebrain neurons (APP/PS1/FTnKO) and littermate controls. **B** Representative immunoblot images of FT-β and HDJ-2, a well-known farnesylated protein that is widely used as a marker for farnesylation, in cortical, hippocampal, cerebellar tissue homogenates of WT and FTnKO mice at 3 and 6 months of age. Unfarnesylated HDJ-2 band is detected in the forebrain region (cortex and hippocampus), but not in the cerebellum, of FTnKO mice at 3 months, and the level is elevated at 6 months, confirming both brain region- and age-dependent deletion of FT. **C**, **D** Immunoblot analysis of representative small GTPases in membrane (M) and cytosolic (C) fractions of cortical tissue lysates of FTnKO mice compared with WT controls (n = 5/genotype). Membrane-associated FT substrates, farnesylated H-Ras and Rheb, are reduced significantly or trending reduction in FTnKO compared with WT controls, whereas membrane levels of GGT substrate RhoA are not affected, confirming the specificity of FT deletion. **E** Representative immunoblot images of HDJ-2 in cortical tissue homogenates of APP/PS1 and APP/PS1/FTnKO mice at 9–10 months of age. **F**, **G** Immunoblot analysis of representative small GTPases in membrane (M) and cytosolic (C) fractions of cortical tissue lysates from APP/PS1 and APP/PS1/FTnKO mice at 9–10 months of age (n = 5/genotype). Wilcoxon signed rank-order test, 2-tailed; ^#^*p* = 0.078; *p < 0.05; **p < 0.01

### Improved spatial learning and memory in neuronal FT knockout APP/PS1 mice

To evaluate whether forebrain neuronal FT deletion affects neurobehavioral function, APP/PS1/FTnKO and APP/PS1 mice were subjected to a battery of behavioral tests including the open field test, elevated plus maze test, and the Morris water maze test at 9 months of age. There were no significant differences in locomotor response and exploratory behavior between the two groups assessed by the open field test (Fig. 4A). Interestingly, in the elevated plus maze test, APP/PS1/FTnKO mice spent significantly longer time in the open arm than APP/PS1 mice on the second day of the test, suggesting that forebrain neuronal FT deletion reduced anxiety in APP/PS1 mice (Fig. 4B, C). Hippocampus-dependent spatial memory acquisition and retention were evaluated using the Morris water maze test (Fig. 4D). Even though the mean escape latencies during the 5-day acquisition phase were not significantly different between the two groups, the repeated measures two-way ANOVA revealed a significant interaction between genotype and day during the test, indicating a steeper/faster learning curve in APP/PS1/FTnKO mice (Fig. 4E). Consistently, the probe trial, conducted 24 h later to evaluate the memory retention, showed that APP/PS1/FTnKO group spent significantly more time in the target quadrant compared with APP/PS1 group (Fig. 4F), indicating improved memory performance in APP/PS1/FTnKO mice. To determine whether forebrain neuron-specific FT deletion had any effects on non-cognitive parameters, the visible platform version of the Morris water maze test was conducted. The results showed that there were no significant differences in the escape latencies to reach the visible platform between the two groups (7.7 ± 1.5 s vs. 6.9 ± 0.8 s), indicating neuronal FT deletion did not affect the visual acuity or swimming ability. Taken together, these results demonstrated that forebrain neuron-specific deletion of FT reduced anxiety and improved spatial learning and memory function in APP/PS1 mice.

**Fig. 4:**
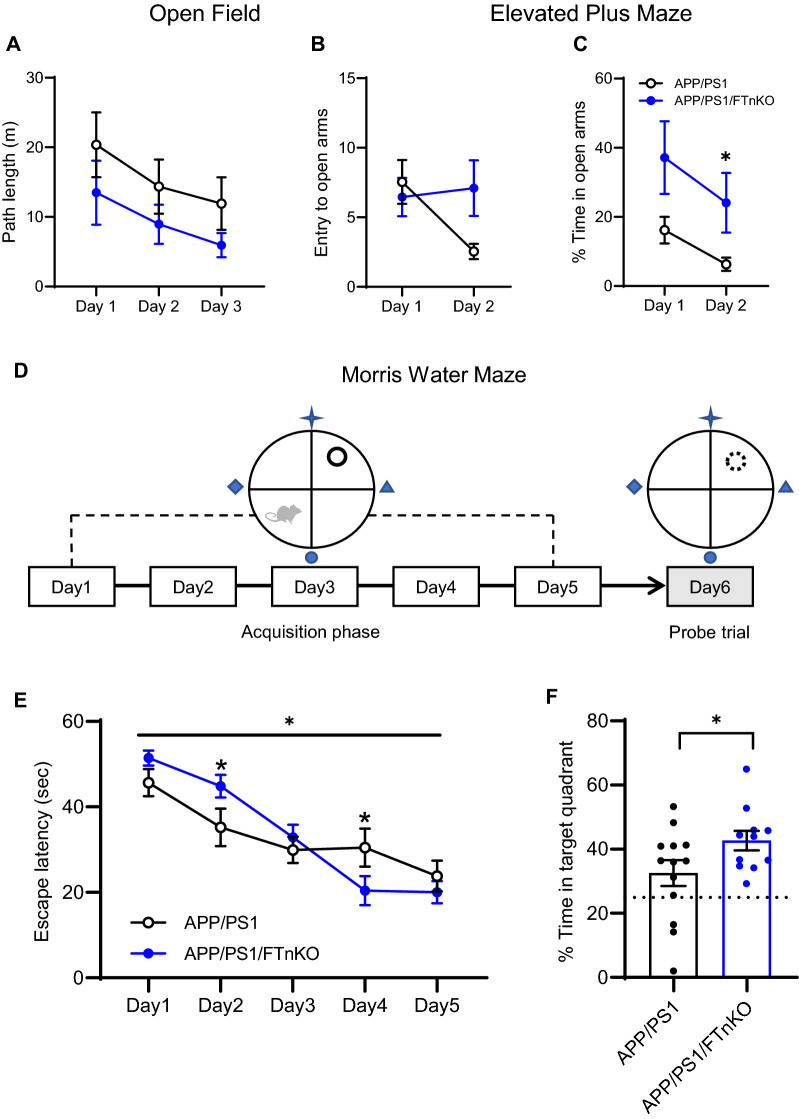
Improvement of spatial learning and memory in neuronal FT knockout APP/PS1 mice. **A** Path length in the open-field test. **B**, **C** Entry to and time spend in the open arms in the elevated plus maze test. * *p* < 0.05, repeated measures two-way ANOVA with post-hoc Sidak’s multiple comparisons. **D** Schematic representation of the Morris water maze testing paradigm. **E** Escape latencies during the acquisition phase of the test. Repeated measures two-way ANOVA with post-hoc Sidak’s multiple comparisons shows a significant interaction between genotype and day during the test (F(4, 90) = 3.188, *p* = 0.0169), indicating a steeper/faster learning curve in APP/PS1/FTnKO mice; *p < 0.05. **F** Percentage of time spent in the target quadrant in the probe trial. Time spent in the target quadrant due to chance (25%) is marked with a dashed line. n = 11–13 mice/genotype at 9 months; unpaired Student’s t-test, 1-tailed; *p < 0.05

### Reduced cerebral amyloid load and neuroinflammation in neuronal FT knockout APP/PS1 mice

To investigate whether the behavioral improvement in APP/PS1/FTnKO mice was accompanied by any changes in neuropathology, we assessed cerebral amyloid load and associated neuroinflammation. First, we measured Aβ40 and Aβ42 levels in the carbonate-soluble and carbonate-insoluble (guanidine-soluble) fractions in the cortical and hippocampal lysates using Aβ species-specific ELISA. Aβ40 and Aβ42 levels in the carbonate-soluble fraction were markedly reduced by approximately 40–50% in APP/PS1/FTnKO mice compared with APP/PS1 controls in both cortical and hippocampal regions (Fig. 5A, C). Similarly, both guanidine-soluble Aβ40 and Aβ42 were significantly reduced in the hippocampus. Interestingly, in the cortex, guanidine-soluble Aβ40 was evidently reduced whereas there was only a trend of reduction for Aβ42 (Fig. 5B, D). Importantly, the total levels of Aβ in both soluble and insoluble fractions of the cortex or hippocampus were substantially reduced in APP/PS1/FTnKO mice compared with APP/PS1 controls (Fig. 5).

**Fig. 5:**
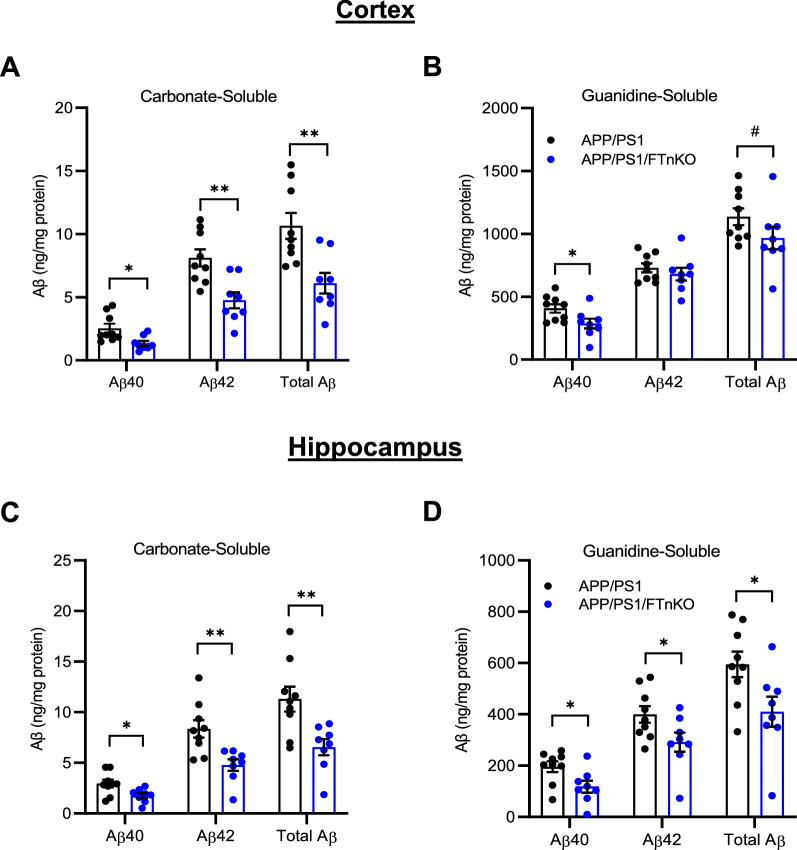
Reduced Aβ accumulation in APP/PS1/FTnKO mice. Aβ was serially extracted from the cortex and hippocampus using carbonate and guanidine buffers. Aβ40 and Aβ42 levels in each fraction were measured by ELISA. **A** Carbonate- and **B** guanidine-soluble Aβ40 and Aβ42 in the cortex of APP/PS1 and APP/PS1FTnKO mice. **C** Carbonate- and **D** guanidine-soluble Aβ40 and Aβ42 in the hippocampus of APP/PS1 and APP/PS1FTnKO mice. n = 8 mice/genotype; unpaired Student’s t-test, 2-tailed; ^#^*p* = 0.07; *p < 0.05; **p < 0.01

Consistent with the ELISA data, immunostaining of Aβ on brain sections using 6E10 antibody revealed a significant reduction of amyloid plaque deposition in the cortex and hippocampus in APP/PS1/FTnKO mice (Fig. 6A–C). Careful inspection of amyloid plaques suggested that forebrain neuron-specific deletion of FT appeared to modify the size of the plaques. Thus, a sub-analysis was performed to quantify the size distribution of 6E10-positive amyloid plaques. Intriguingly, the results showed that in both the cortex and hippocampus, small (< 20 µm) and medium (20–50 µm) plaques were significantly reduced, whereas large (> 50 µm) plaques were not significantly reduced in APP/PS1/FTnKO mice compared with APP/PS1 mice (Fig. 6D, E). These results suggest that neuronal FT deletion leads to a substantial reduction in the formation of nascent amyloid plaques, which results in an overall reduction of Aβ deposition in the brain. As β-amyloidosis is often associated with neuroinflammation, the activation status of microglia was assessed next by immunostaining of IBA-1. The results showed a significant reduction in microglial activation in the cortex of APP/PS1/FTnKO compared with APP/PS1, while not in the hippocampus (Fig. 6G, H). Together, these findings demonstrate that forebrain neuron-specific deletion of FT reduces amyloid pathology and associated neuroinflammation, contributing to the improvement of cognitive function in APP/PS1/FTnKO mice.

**Fig. 6:**
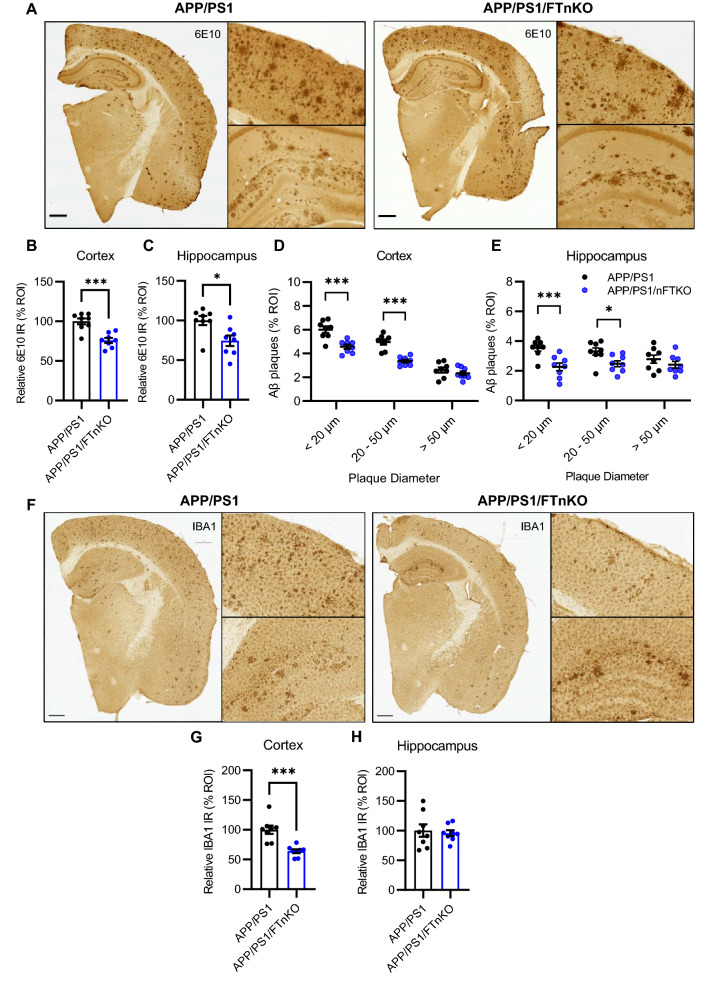
Reduced Aβ deposition in APP/PS1/FTnKO mice. **A** Representative brain sections from APP/PS1 and APP/PS1/FTnKO mice immunostained with anti-Aβ antibody (6E10). Scale bar, 500 μm. **B**, **C** Cortex and Hippocampal Aβ loads determined by immunohistochemical and morphometric analyses with the Aβ-positive area in the APP/PS1 control group set as 100%. **D**, **E** Quantification of small (< 20 µm), medium (20–50 µm), and large (> 50 µm) amyloid plaques in the cortex and hippocampus. **F** Representative brain sections from APP/PS1 and APP/PS1/FTnKO mice immunostained for activated microglia using anti-IBA1 antibody. Scale bar, 500 μm. (**G**, **H**) Microglial activation in the cortex and hippocampus determined by morphometric analyses with the IBA1-positive area in the APP/PS1 control group set as 100%. n = 8 mice/genotype; Student’s t-test, 2-tailed; *p < 0.05; ***p < 0.001

### Reduced proteolytic processing of APP in neuronal FT knockout APP/PS1 mice

To elucidate the mechanisms underlying the reduction of Aβ load in APP/PS1/FTnKO mice, we studied both Aβ generation and clearance pathways. To assess the proteolytic processing of APP, we measured the steady-state levels of full-length APP, soluble amino-terminal fragments of APP (sAPP), and carboxyl-terminal fragments (CTF) produced by α- and β-secretase cleavages, as well as β-secretase 1 (BACE1), in the brain lysates of APP/PS1/FTnKO and APP/PS1 mice. Immunoblot analysis showed that neuron-specific FT deletion did not change the expression of full-length APP or BACE1 but significantly reduced the production of sAPPα and CTFβ, with a trend reduction in sAPPβ and CTFα (Fig. 7A). Importantly, there was a trend reduction in the CTFβ/α ratio and the total CTF level was significantly reduced in the brain lysates of APP/PS1/FTnKO mice compared with APP/PS1 mice (Fig. 7B). These results indicate that neuron-specific FT deletion reduces overall APP processing in neurons; more so in the amyloidogenic processing by β-secretase, without affecting the total levels of APP, thereby leading to subsequent decreases in Aβ production.

**Fig. 7:**
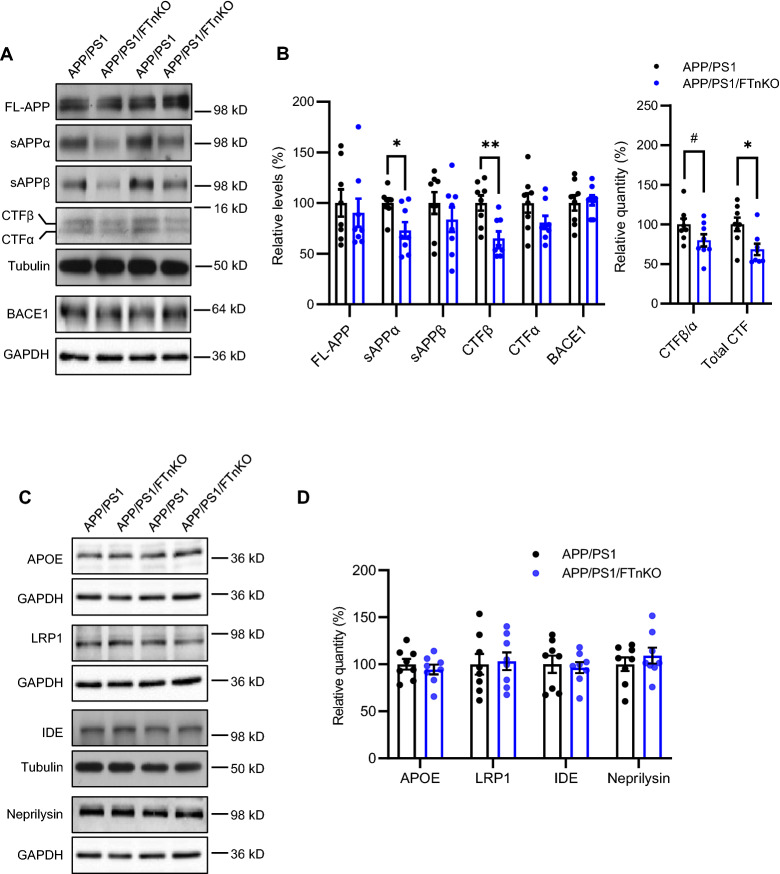
Reduced APP proteolytic processing in APP/PS1/FTnKO mice. **A**, **B** Immunoblots and densitometric analysis of full-length APP (FL-APP), and APP cleavage products, carboxyl-terminal fragments (CTFα and CTFβ), amino-terminal fragments of APP (sAPPα and sAPPβ), and β-secretase 1 (BACE1). Protein levels were normalized by the amount of tubulin with the levels in the APP/PS1 control group set as 100%. **C**, **D** Immunoblots and densitometric analysis of proteins involved in Aβ clearance pathways including APOE, LRP1, IDE, and neprilysin. Protein levels were normalized by the amount of tubulin or GAPDH, and the levels in the control group set as 100%. n = 8/genotype; Student’s t-test, 2-tailed; ^#^*p* = 0.08; *p < 0.05

Next, we assessed whether forebrain neuronal FT deletion affected Aβ clearance pathways. Prior studies have established that APOE and its receptor LRP1 [47] as well as Aβ-degrading enzymes, including insulin degrading enzyme (IDE) and neprilysin [48], play key roles in Aβ clearance in the brain. Thus, the steady-state levels of APOE, LRP1, IDE, and neprilysin were measured by immunoblot analysis. The results showed no significant differences in the levels of these proteins between APP/PS1/FTnKO and APP/PS1 mice (Fig. 7C, D), indicating that neuronal FT deletion does not affect these Aβ clearance or degradation pathways.

### Neuronal FT deletion counteracts aberrant mTORC1 activation and downstream lipogenesis in APP/PS1 mice

To gain more insights into the global impact of neuronal FT deletion on gene expression in the brain and the potential molecular mechanisms underlying the beneficial effects of neuronal FT suppression, we performed unbiased transcriptomic analysis on the frontal cortical samples from a cohort of APP/PS1/FTnKO, APP/PS1, and non-transgenic WT controls. 

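Frontal cortical RNA from 6 APP/PS1/FTnKO, 6 APP/PS1 and 6 WT mice aged 9 to 10 months, with 3 females and 3 males of each genotype, had been sequenced as stranded mRNA libraries. The paper describes the WT mice as littermates homozygous for the floxed allele and without Cre, while the record of the deposited data calls them C57BL/6J, so the background of the WT mice in the comparisons below is not settled. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with Hisat2, counted them per gene with featureCounts and deposited the counts of 55487 genes without normalization. The total counts per mouse ranged from 16452173 to 20602274 in WT mice (median 18799318), from 15925432 to 20703587 in APP/PS1 mice (median 17596965) and from 16479413 to 21030935 in APP/PS1/FTnKO mice (median 19506836). The RNA integrity numbers were 8.5 to 8.8 in WT, 7.7 to 8.7 in APP/PS1 and 7.6 to 8.7 in APP/PS1/FTnKO mice, with medians of 8.7, 8.2 and 8.6. The paper states that a WT mouse was left out as an outlier on a multi-dimensional scaling plot. To find it, the colors of the 40 gene rows in the 17 columns of the heatmap of Fig. 9A were read and correlated, across genes, with z-scores of the deposited counts. With WT mouse 19622 left out, each column matched a mouse with Pearson's r of 0.966 to 0.997 across genes, which are not independent replicates. With any other WT mouse left out, the mean r was 0.882 to 0.905, against 0.991 without 19622. Values are therefore given first for these 17 mice and then for all 18 mice. Genes with enough counts by edgeR's filterByExpr (minimum count 10) were tested, 17414 in the 17 mice and 17285 in the 18. Counts were scaled by TMM normalization, and the 3 genotypes were fitted together with sex as a further term in edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. DESeq2's Wald test, which the paper used, was run as an alternative.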

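Fntb (ENSMUSG00000033373), the gene of the FT-β subunit that the knockout targets, lies on chromosome 12 of GRCm38 from 76765589 to 76921412. Its normalized CPM per mouse was 13.9, 13.6, 7.84, 14.7, 9.23 and 11.6 in APP/PS1/FTnKO mice and 28.7, 32.2, 14.6, 14.4, 14.3 and 17.2 in APP/PS1 mice. In WT mice it was 14.1, 16.9, 16.7, 32.4 and 30.8, and 38.4 in 19622. The mean was lower in APP/PS1/FTnKO than in APP/PS1 mice (two-sided exact permutation test, p = 0.00866) and than in WT mice (p = 0.00433 with and without 19622 in the same exact test), but the APP/PS1/FTnKO mouse with 14.7 lay above 3 of the APP/PS1 mice. The log2 fold change of Fntb between APP/PS1/FTnKO and APP/PS1 mice was -0.77 (SE 0.26, FDR = 0.251 over all genes in edgeR's quasi-likelihood test) in 17 mice and -0.76 (SE 0.28, FDR = 0.685) in 18 mice. The counts cover the whole gene in all cell types of the tissue, not the deleted part in forebrain neurons alone, and Fntb overlaps the gene Churc1. App, whose sequence the APP transgene shares, had 2900 ± 283 (SD, n = 6) normalized CPM in APP/PS1, 2970 ± 517 (n = 6) in APP/PS1/FTnKO and 1530 ± 51.2 (n = 5) in WT mice. Prnp, the gene of the prion protein, had 2120 ± 124 (SD, n = 6), 2190 ± 317 (n = 6) and 702 ± 41.0 (n = 5) in the same order, and 550 in 19622. Camk2a, whose promoter drives the Cre recombinase, was lower in APP/PS1/FTnKO than in APP/PS1 mice by a log2 fold change of -0.42 (SE 0.13 and FDR = 0.196 in 17 mice, SE 0.44 and FDR = 0.964 in 18 mice, edgeR). Xist had 858 to 1180 normalized CPM in the 9 females and at most 1.32 in the 9 males, and Ddx3y at most 0.186 in females and 42.6 to 111 in males.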

There were 156 differentially expressed genes (DEGs) identified in APP/PS1/FTnKO compared with APP/PS1. Of these, 72 genes were significantly downregulated, and 84 genes were upregulated (Fig. 8A). 

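In the 17 mice, 57 of 17414 genes passed the FDR threshold between APP/PS1/FTnKO and APP/PS1 mice in edgeR's quasi-likelihood test, and 2003 genes had an unadjusted p below 0.05. With WT mouse 19622 included, which the paper excluded as an outlier, the numbers were 2 of 17285 and 1152. The mouse belongs to neither of the genotypes compared, and enters through the filter, the scaling and the spread that the 3 genotypes share, whose common dispersion was 0.0171 without it and 0.0400 with it. DESeq2 called 246 genes in the 17 mice and 36 in the 18, and 56 of the 57 genes were among the 246. With only the 12 mice of the 2 genotypes in the fit, edgeR called 5 genes and DESeq2, for which that choice was made after the counts had been seen, 141. With the RNA integrity number as a further covariate, also added later, edgeR called 261 genes in the 17 mice, which included all 57. Leaving out each of the 17 mice in turn gave 10 genes without APP/PS1 mouse 19554 to 81 without APP/PS1 mouse 16975.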

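Of the 57 genes called by edgeR in the 17 mice, 32 were higher and 25 lower in APP/PS1/FTnKO than in APP/PS1 mice, and the 2 genes called in 18 mice were both higher. DESeq2's calls split into 116 higher and 130 lower in the 17 mice, 22 and 14 in the 18 mice, and 65 and 76 in the fit of the 12 mice. Cfap46 (ENSMUSG00000049571, chromosome 7 from 139600951 to 139683817) had the smallest p, with 28.0 ± 3.60 normalized CPM (SD, n = 6) in APP/PS1/FTnKO and 16.3 ± 2.07 (n = 6) in APP/PS1 mice, a log2 fold change of 0.78 (SE 0.08, FDR = 1.1e-04 in edgeR's quasi-likelihood test). In 18 mice Cfap46 kept a log2 fold change of 0.78 and its FDR was 0.00185. Col20a1 (ENSMUSG00000016356, chromosome 2) had 14.0 ± 2.13 and 7.45 ± 1.44 normalized CPM (SD, n = 6 each), a log2 fold change of 0.90 (SE 0.13, FDR = 0.00426, and 0.0175 in 18 mice, edgeR). Panx2, Kif5b and Hmga1 were higher by log2 fold changes of 0.32, 0.68 and 1.01, each with an FDR of 0.0067 or less in the 17 mice and above 0.05 in the 18 mice in edgeR's test. Hmga1 belongs to a family with pseudogenes, and how reads shared between them were counted is not given in the sources used here. Amz1 (ENSMUSG00000050022, chromosome 5) had the smallest p among the lower genes, with 20.7 ± 2.79 normalized CPM in APP/PS1/FTnKO and 29.5 ± 4.92 in APP/PS1 mice (SD, n = 6 each), a log2 fold change of -0.51 (SE 0.07, FDR = 0.00426, and 0.736 in 18 mice, edgeR). Ttc9b, Atp5g1, Wsb2 and Cipc were lower by log2 fold changes of -0.48, -0.25, -0.30 and -0.25, with FDRs of 0.00426, 0.00644, 0.0067 and 0.017 in the 17 mice (edgeR). Among the enzymes of cholesterol synthesis, Fdft1 (ENSMUSG00000021273) was called in the 17 mice, with a log2 fold change of -0.29 (SE 0.06, FDR = 0.0471 in edgeR, and 0.585 in 18 mice). Sqle and Hmgcs1 were lower by -0.34 (SE 0.08) and -0.28 (SE 0.07), with FDRs of 0.101 and 0.0987 in edgeR's test and 0.0186 and 0.0147 in DESeq2's in the 17 mice. Fdft1 was lower in each of the 6 APP/PS1/FTnKO mice than in every APP/PS1 mouse, and Sqle in 5 of the 6 with the scaling of the 17 mice and in 6 with that of the 18.

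**Figure D2:**
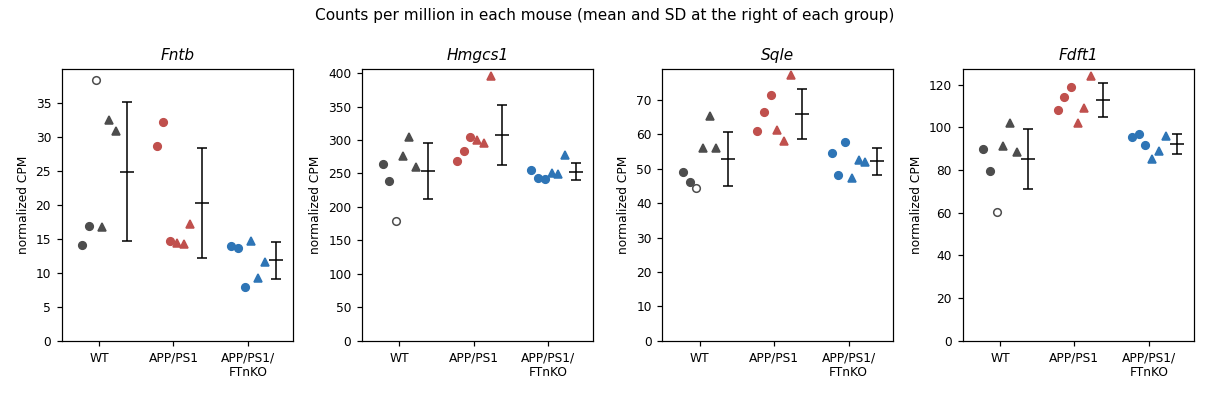
Normalized CPM of Fntb, Hmgcs1, Sqle and Fdft1 in each WT, APP/PS1 and APP/PS1/FTnKO mouse, with circles for females, triangles for males and an open symbol for WT mouse 19622. The mean and SD at the right of each group are over all its mice, with 19622 included in WT. Fdft1 lay between 84.9 and 96.8 in the 6 APP/PS1/FTnKO mice and between 102 and 124 in the 6 APP/PS1 mice.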

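The 29 genes that Figs. 8A and 9A to 9C name as lower in APP/PS1/FTnKO than in APP/PS1 mice were lower in the 17 mice and in all 18, with a median log2 fold change of -0.28 in both. Because the paper chose these genes on the same mice, their direction is not independent evidence. edgeR called 7 of the 29 in the 17 mice and 0 in the 18, where the smallest FDR was 0.235, while DESeq2 called 28 and 5, and 25 in the fit of the 12 mice. A list of 20 enzymes of cholesterol biosynthesis, written without sight of the counts, had a median log2 fold change of -0.18 and a mean of -0.18 in the 17 mice, with 18 of the 20 lower (limma's fry on edgeR's fit, FDR = 0.0393 over 66 list tests). The number called was 13 adjusted over the list alone and 1 adjusted over all genes. In 18 mice the median was -0.19 (FDR = 0.0645, fry), with 9 called over the list alone and 0 over all genes. Further SREBP targets, a list of 18 genes, had a median of -0.13 with 12 lower (FDR = 0.0106, fry), with 9 called when adjusted over the list alone and 0 over all genes. In 18 mice their median was -0.13 (FDR = 0.0401, fry), with 2 and 0 called. Both lists also passed an unadjusted threshold of 0.05 in limma's camera, under its preset correlation and under an estimated one, in either set of mice. The 26 genes of Reactome's mTOR signalling set had a median of 0.0041 (FDR = 0.765, fry) and the 11 of its mTORC1-mediated signalling set 0.017 (FDR = 0.242, fry) in the 17 mice, and 0.0021 and 0.015 in the 18, where the mean of the first set had the other sign (-3.0e-04). In each of these tests of the mTOR sets 0 genes were called, over the list alone or over all genes. These sets hold members of the pathway and not the genes that it regulates. Among lower genes that belong to any Reactome set, Fisher's exact test found 0 of 877 sets past the FDR threshold with edgeR's calls of the 17 mice (7 genes) and 0 of 872 with those of the 18 mice (0 genes), and 15 and 0 sets had an unadjusted p below 0.05. With DESeq2's calls it found 4 sets in the 17 mice (58 genes), 0 in the 18 (5 genes) and 1 in the fit of the 12 mice (32 genes). The 4 sets were a pair on respiratory electron transport, with 9 of 96 and 10 of 131 genes (FDR = 9.3e-04 for each), cholesterol biosynthesis with 5 of 22 (FDR = 0.00121) and formation of ATP with 4 of 17 (FDR = 0.00778). In the fit of the 12 mice the set was cholesterol biosynthesis with 4 of 22 (FDR = 0.00787). In each of these tests 0 lower genes belonged to the sets on mTOR signalling. With sets of 26 and 11 genes and so few lower genes, 0 is likely by chance, so it does not argue against a change in mTOR signalling.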

Functional enrichment analysis of DEGs using MSigDB (Molecular Signatures Database v5.2, http://software.broadinstitute.org/) Hallmark Gene set identified cholesterol homeostasis as the most significantly downregulated pathway followed by the mammalian target of rapamycin complex 1 (mTORC1) signaling pathway (Figs. 8B and 9B).

**Fig. 8:**
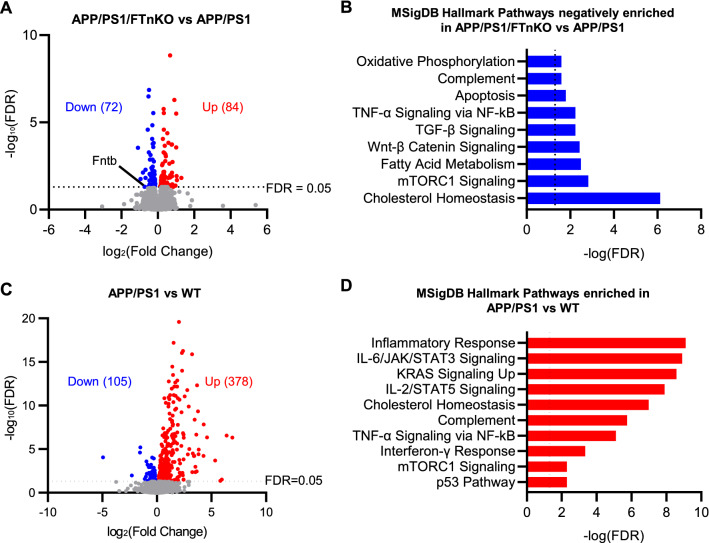
Transcriptomic analysis of frontal cortex from APP/PS1/FTnKO, APP/PS1, and WT mice. **A** Volcano plot for cortical transcriptome analysis of APP/PS1/FTnKO versus APP/PS1 mice at 9–10 months (n = 6/genotype). Red and blue points represent upregulated and downregulated genes below the significance threshold (FDR < 0.05), respectively. **B** Top enriched pathways categorized by mSigDB Hallmark gene set database in differentially downregulated genes in APP/PS1/FTnKO mice compared with APP/PS1 controls. **C** Volcano plot for cortical transcriptome of WT (n = 5) versus APP/PS1 mice (n = 6) at 9–10 months. **D** Top enriched mSigDB Hallmark pathways of significantly upregulated genes (FDR < 0.05) in the cortex of APP/PS1 mice compared with WT controls

**Fig. 9:**
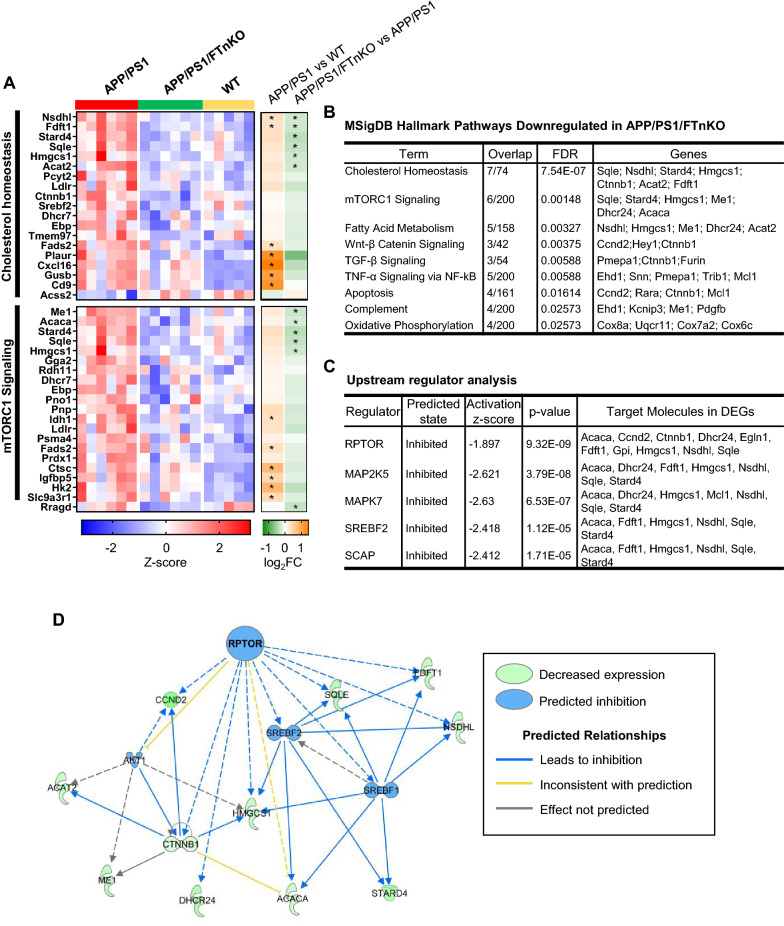
Normalization of mTORC1 and SREBP-mediated lipogenesis pathways in the cortex of APP/PS1/FTnKO mice. **A** Heatmap of RNA expression z-scores computed for selected genes in the cholesterol homeostasis and mTORC1 signaling pathways across the three genotypes. The color gradient of the bars on the right reflect the log2(fold change) of the genes, and the genes that are significantly downregulated or upregulated (FDR < 0.05) are indicated by an asterisk (*). **B** Table of top downregulated mSigDB Hallmark pathways and the corresponding differentially expressed genes (DEGs) in APP/PS1/FTnKO mice compared with APP/PS1 mice. **C** Table of key transcriptional regulators identified through upstream regulator analysis using Ingenuity Pathway Analysis (IPA) software. Based on the log2(fold change) of downstream target genes, the activity of the upstream regulator is predicted using activation z-score. **D** Network of Raptor, a regulatory associated protein of mTOR, and its targeted genes. Edges (lines between nodes) represent direct (solid lines) and indirect (dashed lines) interactions as supported by information in the Ingenuity knowledge base

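Between APP/PS1 and WT mice, edgeR's quasi-likelihood test called 261 genes in the 17 mice, 230 higher and 31 lower, and 207 in the 18 mice, 196 higher and 11 lower, of which 189 were shared. DESeq2 called 453 and 404, and 481 with only the 11 mice of the 2 genotypes without 19622. With the RNA integrity number, which was lower in APP/PS1 mice, as a covariate, edgeR called 84 genes in the 17 mice and 68 in the 18. Of the called genes, 81 of the 261 and 66 of the 207 were called with that covariate. Leaving out each of the 17 mice in turn gave 124 genes without WT mouse 19053 to 465 without APP/PS1 mouse 19744. Prnp had a log2 fold change of 1.58 (SE 0.08, FDR = 2.7e-09 in edgeR's test), and App of 0.89 (SE 0.10, FDR = 6.7e-05). Both genes were chosen as checks of the labels. Every APP/PS1 mouse carries the transgenes, so higher counts of these genes need not be higher expression of the mouse's own genes. The microglial genes Cst7 and Itgax had 31.5 ± 13.6 and 18.2 ± 6.07 normalized CPM (SD, n = 6) in APP/PS1 mice and 0.0455 ± 0.0769 and 0.381 ± 0.221 (n = 5) in WT mice. Clec7a was higher by a log2 fold change of 5.06 (SE 0.49, FDR = 2.5e-05, edgeR). Lamr1-ps1, a pseudogene that lies 5' of Prnp on chromosome 2 from 131904086 to 131904959, had 6.05 to 14.3 normalized CPM in APP/PS1 mice with the scaling of the 17 mice and 0 counts in every WT mouse. Among the lower genes, Chrnb3, Amigo1, Stmn4 and Apln had log2 fold changes of -1.51, -0.27, -0.20 and -0.54 in the 17 mice. The list of cholesterol biosynthesis enzymes had a median log2 fold change of 0.14 with 17 of 20 higher in the 17 mice (FDR = 0.0573, fry) and of 0.17 with 18 higher in the 18 mice (FDR = 0.0309, fry). The number called was 8 in each when adjusted over the list alone, and 2 and 3 adjusted over all genes. Under camera's estimated correlation the list was past an unadjusted threshold of 0.05 in the 18 mice and not in the 17. The SREBP targets had medians of 0.10 (FDR = 0.0515, fry) and 0.11 (FDR = 0.172, fry), with 5 and 1 called over the list alone and 1 over all genes in each, and were past that threshold under camera's estimated correlation in neither. Reactome's mTOR signalling set had a median of -0.057 with 17 of 26 genes lower (FDR = 0.180, fry) and its mTORC1-mediated signalling set of -0.062 with 7 of 11 lower (FDR = 0.0894, fry). In the 18 mice these medians were -0.040 (FDR = 0.172, fry) and -0.065 (FDR = 0.102, fry). Without adjustment both sets were past a threshold of 0.05 in fry in either set of mice, and neither was in camera under either correlation. Of these sets, 1 gene of the mTORC1-mediated set was called when adjusted over the list alone and 0 over all genes, in either set of mice. With edgeR's calls of the 17 mice, 7 Reactome sets were over-represented among the 119 higher genes with an entry, led by the innate immune system with 27 of 439 genes (FDR = 0.00111, Fisher's exact test), and cholesterol biosynthesis had 2 of 22 (FDR = 1). With those of the 18 mice the number was 3, led by the same set. DESeq2's calls gave 23 sets in the 17 mice and 14 in the 18, with an FDR for cholesterol biosynthesis of 0.758 and 0.107, and 0 higher genes belonged to the sets on mTOR signalling. Sets this small can hold 0 called genes by chance, so this does not argue against a change in mTOR signalling.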

Pertinently, functional enrichment analysis of 483 DEGs in APP/PS1 mice compared with non-transgenic WT controls indicated an aberrant upregulation of genes that are involved in cholesterol homeostasis and mTORC1 signaling in APP/PS1 mice (Fig. 8C, D). 

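Among the 33 genes of the heatmap of Fig. 9A, 31 were higher in APP/PS1 than in WT mice in the 17 mice and 30 in the 18, with edgeR calls for 9 and 10 and DESeq2 calls for 13 and 12. Between APP/PS1/FTnKO and APP/PS1 mice, 32 of the 33 were lower in either set of mice, with edgeR calls for 2 and 0 and DESeq2 calls for 11 and 1. Between APP/PS1/FTnKO and WT mice, 13 were lower and 20 higher in the 17 mice, with a median log2 fold change of 0.030, and 15 and 18 in the 18 mice, with a median of 0.020. Of these differences from WT, edgeR called 5 in the 17 mice and 2 in the 18. The genes were selected by the paper on these mice. Nsdhl (ENSMUSG00000031349, chromosome X) had 22.7 ± 1.78 normalized CPM in WT mice (SD, n = 5), 28.8 ± 1.93 in APP/PS1 mice and 24.1 ± 1.18 in APP/PS1/FTnKO mice (n = 6 each). Its log2 fold change was 0.35 (FDR = 0.00664) between APP/PS1 and WT mice, -0.26 (FDR = 0.0738) between APP/PS1/FTnKO and APP/PS1 mice and 0.086 (FDR = 0.452) between APP/PS1/FTnKO and WT mice in edgeR's test of the 17 mice. Sqle had 54.5 ± 7.29 (SD, n = 5), 65.7 ± 7.32 and 52.0 ± 3.98 (n = 6 each) in the same order of groups. Fdft1 was higher in APP/PS1 than in WT mice by a log2 fold change of 0.32 (FDR = 0.0114) and differed by 0.032 between APP/PS1/FTnKO and WT mice (FDR = 0.809, edgeR). Hmgcs1 was not called in the first of these comparisons (log2 fold change 0.20, FDR = 0.207, edgeR). Cd9 was higher than in WT mice in both APP/PS1 and APP/PS1/FTnKO mice, by log2 fold changes of 1.20 (FDR = 0.002) and 0.93 (FDR = 0.0137), and so was Ctsc, by 0.76 (FDR = 0.00706) and 0.54 (FDR = 0.0413, edgeR).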

Z-score heatmap of cholesterol homeostasis and mTORC1 signaling gene clusters shows increased expression of selected genes within these two functional clusters in APP/PS1 mice compared with WT, and notably, neuronal FT deletion reduced the expression levels of many genes within these clusters to comparable levels as in WT mice (Fig. 9A). mTORC1 is known to activate the sterol regulatory element binding proteins (SREBPs), transcription factors that regulate the expression of genes involved in lipogenesis by promoting the release of SREBPs from the SREBP cleavage-activating protein (SCAP) in the endoplasmic reticulum and translocation of SREBPs to the Golgi [49, 50]. In the Golgi, SREBPs undergo proteolytic cleavages by site-1 and site-2 proteases, liberating the soluble N-terminal mature SREBPs, which then translocate to the nucleus and bind DNA, upregulating the expression of genes for lipid/sterol synthesis. Therefore, reduced mTORC1 signaling is likely driving the downregulation of cholesterol/lipogenic genes in APP/PS1/FTnKO mice, normalizing them to the levels as in WT mice (Fig. 9A, B).

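Over the whole list of cholesterol biosynthesis enzymes, the median log2 fold change between APP/PS1/FTnKO and WT mice was -0.051 in the 17 mice (FDR = 0.938, fry), with 12 of 20 genes lower, and 7.9e-04 in the 18 mice (FDR = 0.803, fry), with 10 lower, and the mean was -0.029 and 0.0020. The SREBP targets had medians of -0.037 (FDR = 0.649, fry) and -0.061 (FDR = 0.614, fry). An FDR above the threshold does not show that the levels are equal. Of the 261 genes called between APP/PS1 and WT mice in the 17 mice, 233 (89.3%) had a log2 fold change of the opposite sign between APP/PS1/FTnKO and APP/PS1 mice, and of the 207 genes of the 18 mice 190 (91.8%). The median ratio of the second log2 fold change to the first was -0.225 and -0.209, where -1 would be a full return to the WT level. Both comparisons share the APP/PS1 mice, and counts simulated without any effect of the knockout gave 65.1% to 73.6% in the 17 mice (median 68.6%) and 68.2% to 76.0% in the 18 (median 72.5%) over 40 draws, with median ratios of -0.11 and -0.153. Regrouping the APP/PS1 and APP/PS1/FTnKO mice at random gave a share as large as the real one in 35 of 100 groupings for the 17 mice and 28 of 100 for the 18, the real grouping included. Of the 261 genes, 155 were also called between APP/PS1/FTnKO and WT mice, and 106 were not. From the higher expression of selected genes of the cholesterol homeostasis and mTORC1 signaling clusters in APP/PS1 mice (Fig. 9A), their lower expression with neuronal FT deletion, and the known activation of SREBPs by mTORC1, the paper proposes that reduced mTORC1 signaling drives the lower expression of cholesterol and lipogenic genes and brings them to the level of WT mice. Its other evidence includes Hallmark enrichment, upstream regulator analysis and less membrane H-Ras and Rheb in APP/PS1/FTnKO cortex. In APP-overexpressing cells, tipifarnib also lowered phosphorylated S6K and S6. None of this was re-tested here.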

To examine the potential upstream regulators that drive the transcriptome changes in APP/PS1/FTnKO mice, we performed an upstream regulator analysis using Ingenuity Pathway Analysis (IPA) software. 

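In the 17 mice, the mRNA of Rptor (ENSMUSG00000025583, chromosome 11 of GRCm38 from 119602905 to 119899576), which encodes Raptor, had 89.6 ± 6.07 normalized CPM (SD, n = 6) in APP/PS1/FTnKO and 88.1 ± 5.50 (n = 6) in APP/PS1 mice, a log2 fold change of 0.024 (SE 0.05, FDR = 0.908 in edgeR's quasi-likelihood test). In WT mice Rptor had 99.8 ± 3.53 (SD, n = 5), and every WT mouse lay above every APP/PS1 mouse (log2 fold change of APP/PS1 against WT mice -0.18, FDR = 0.140 in edgeR and 0.0788 in DESeq2, and 0.115 and 0.0416 in 18 mice). Srebf2, which encodes SREBP2, had 265 ± 9.82 and 294 ± 15.0 normalized CPM (SD, n = 6 each) in APP/PS1/FTnKO and APP/PS1 mice, a log2 fold change of -0.15 (SE 0.05, FDR = 0.218, edgeR). Srebf1 and Scap differed between these genotypes by 0.061 (FDR = 0.891) and -0.059 (FDR = 0.66) on the log2 scale, and Mtor by -0.065 (FDR = 0.683, edgeR). In 18 mice the log2 fold changes of Rptor, Srebf2, Srebf1, Scap and Mtor were 0.022, -0.15, 0.059, -0.061 and -0.067, and in this comparison edgeR and DESeq2 called none of the genes in either set of mice. Such mRNA levels do not measure the activity of the proteins, and the upstream regulator software was not used here. The 10 genes that Fig. 9C lists as targets of RPTOR were lower in APP/PS1/FTnKO than in APP/PS1 mice in both sets of mice, with a median log2 fold change of -0.27 and edgeR calls for 3 in the 17 mice and 0 in the 18, where DESeq2 called 10 and 2. Between APP/PS1 and WT mice the 10 genes were higher, with a median of 0.16 in the 17 mice and 0.27 in the 18 and edgeR calls for 2 in each. The paper took these targets from genes it had called on the same mice. Of the targets, Ccnd2 had the smallest FDR in the 17 mice and the largest in the 18. Ccnd2 had 57.8 ± 8.61 normalized CPM in APP/PS1/FTnKO and 85.4 ± 8.28 in APP/PS1 mice (SD, n = 6 each). Its log2 fold change was -0.56 (SE 0.10, FDR = 0.0175 in 17 mice and 0.75 in 18 mice, edgeR). Gpi1 was lower by a log2 fold change of -0.23 (SE 0.05, FDR = 0.0367, edgeR).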

As expected, the inhibition of Raptor/mTORC1 was shown as the top key upstream regulator of observed transcriptome changes with neuronal FT deletion, followed by the inhibition of downstream SREBP2 and SCAP (Fig. 9C, D).

### Pharmacological inhibition of Ras and Rheb farnesylation reverses aberrant activation of downstream mTORC1 signaling in APP-overexpressing SH-SY5Y cells

To corroborate the findings from transcriptomic analyses, we tested whether overexpression of APP, thereby increasing Aβ production, leads to overactivation of Ras and Rheb downstream signaling in neuronal cells. We compared the phosphorylation status of ERK and S6 ribosomal protein, surrogate indicators of Ras and Rheb activation, in stably transfected APP695-overexpressing SH-SY5Y (SH-SY5Y-APP695) cells with that in mock-transfected control SH-SY5Y cells. Immunoblot analysis shows that phosphorylated ERK and S6 are significantly elevated in SH-SY5Y-APP695 cells, confirming abnormal upregulation of Ras-ERK and Rheb-mTOR-S6 pathways in neuronal cells overexpressing APP (Fig. 10A, B).

**Fig. 10:**
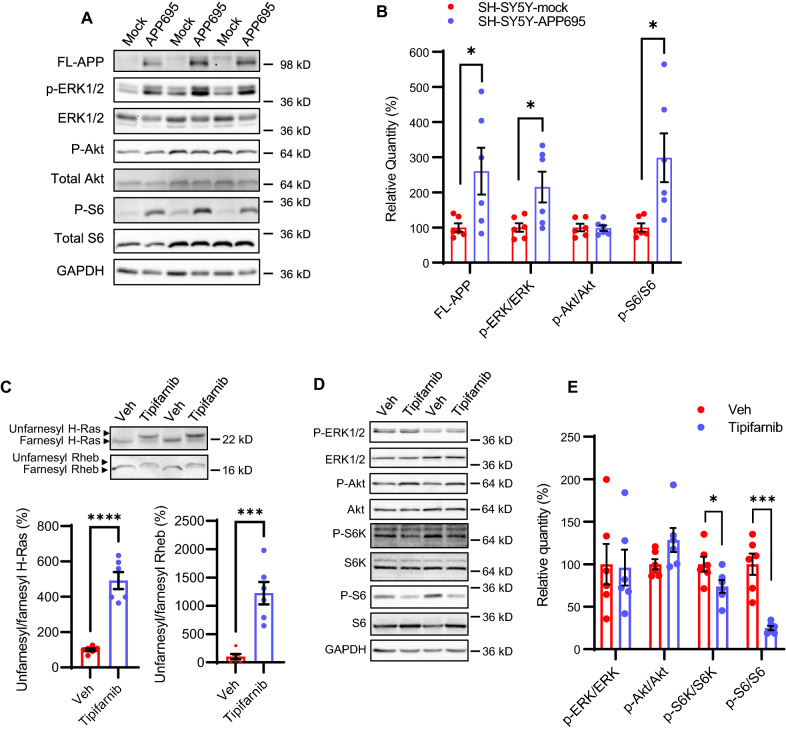
Pharmacological inhibition of FT reverses the hyperactivation of Ras-Rheb-mTORC1 signaling in SH-SY5Y-APP695 cells. **A** Immunoblot analysis of FL-APP and downstream targets of Ras-Rheb-mTORC1 signaling, including ERK and ribosomal protein S6, in the lysates of SH-SY5Y-APP695 and mock-transfected control cells. **B** Densitometric analysis of immunoblots normalized by the amount of GAPDH or total proteins for phosphorylated proteins (P-ERK, P-Akt, P-S6) with the levels in the control group set as 100%. n = 6 replicates from 2 independent experiments. **C** Immunoblot analysis of farnesylation status of H-Ras and Rheb, and **D** phosphorylation status of downstream targets of Ras and Rheb in the lysates of SH-SY5Y-APP695 cells after treated with vehicle (DMSO) or 1 μM tipifarnib for 48 h. **E** Densitometric analysis of immunoblots of P-ERK, P-S6K, and P-S6 normalized by the amount of total ERK, S6K, and S6 with the levels in the control group set as 100%. n = 6 replicates from 2 independent experiments. Student’s t-test, 2-tailed; *p < 0.05; ***p < 0.001; ****p < 0.0001

Next, we sought to answer whether pharmacological inhibition of FT using a specific inhibitor tipifarnib can negate the aberrant hyperactivation of Ras and Rheb-mTORC1 signaling pathways in SH-SY5Y-APP695 cells. After 48 h of tipifarnib treatment in growth media, farnesylation status of H-Ras and Rheb as well as phosphorylation status of ERK, p70 S6 kinase (S6K), and S6 were measured using immunoblots. As expected, we observed clear mobility shift of H-Ras and Rheb bands as most of these proteins became unfarnesylated in the presence of tipifarnib (Fig. 10C). Moreover, tipifarnib treatment also led to a significant reduction in phosphorylated S6K and S6 (Fig. 10D), indicating that neuronal FT inhibition reverses amyloid-associated mTORC1 activation. Interestingly, tipifarnib did not affect the ERK phosphorylation even though most of H-Ras became unfarnesylated after 48 h of treatment (Fig. 10C, D). This may be explained by the fact that ERK is also phosphorylated by other Ras isoforms such as N-Ras and K-Ras that can be prenylated by GGT when FT is inhibited. Taken together, these results show that inhibition of protein farnesylation reverses aberrant activation of Ras and Rheb-mTORC1 signaling associated with APP/Aβ overproduction.

## Discussion

Findings from this study support the growing evidence that protein prenylation, particularly farnesylation, regulates the pathogenic process of AD. Previously, we have shown that systemic FT haplodeficiency rescues cognitive function as well as reducing Aβ load and neuroinflammation in APP/PS1 mice [27]. In the present study, we found that FT is upregulated in the brain of individuals with AD. Further, membrane-associated H-Ras, an exclusively farnesylated protein, and its downstream effector ERK activation are elevated in individuals with MCI as well as AD, suggesting upregulation of protein farnesylation and its downstream signaling pathways is an early event with primary importance in the pathogenic cascade of AD. Moreover, we show that suppressing forebrain neuronal FT alone leads to improved cognitive function and reduced neuropathology in APP/PS1 mice, revealing the specific role of neuronal FT in the pathogenesis of AD. In addition, transcriptomic analysis uncovers the global impact of neuron-specific FT deletion on cerebral gene expression and identifies the reversal of pathogenic overactivation of mTORC1 signaling network as the top contributor to the beneficial effects in APP/PS1/FTnKO mice, which is also supported by in vitro studies with APP-overexpressing neuronal cells.

Prior work with human brain tissue samples has shown an elevation of isoprenoid biosynthesis in AD brains compared with controls, reflected by an increase in the level of FPP and GGPP and the mRNA expression of FPPS and GGPPS [23, 24]. However, whether the protein prenylation process per se is affected in AD is not known. Here, studying the brain tissue samples from individuals at different stages of the disease, we found that FT is abnormally upregulated in AD, leading to subsequent elevation of protein farnesylation and overactivation of downstream signaling pathways, as evidenced by an increase in membrane-associated H-Ras and its downstream ERK phosphorylation, although other factors could not be excluded. Notably, the elevation of membrane-associated H-Ras and ERK phosphorylation occurs in the brain with MCI as well as AD, indicating dysregulation of protein farnesylation and downstream signaling in the early stage of AD. Consistently, other studies have shown that the level of Ras (both cytosolic and membrane/prenylated fractions) in the brain, although without the identification of specific Ras isoforms, is increased prior to both amyloid and neurofibrillary tangle pathologies [51, 52]. Increased expression of Ras and activation of downstream signaling correlate with Aβ levels in AD brains [19]. Importantly, here we show a particular increase in the membrane-associated H-Ras, an exclusively farnesylated protein, in both MCI and AD brains, highlighting the significance of protein farnesylation in the pathogenesis of AD. Of note, the human brain samples selected for the present study were solely based on clinical diagnosis. Intriguingly, the NCI group in this small cohort had the similar level of amyloid load as the AD group, deviating from the general relationship between amyloid pathology and cognitive function. Importantly, despite high amyloid load in the NCI group, FT and farnesylated H-Ras levels remained low in this group compared to those in MCI and AD groups (Fig. 2). This suggests that individuals who maintain low levels of protein farnesylation and H-Ras signaling are protected from Aβ-mediated cognitive dysfunction and neurodegeneration. In line with this result, a recent study reported that elevated mRNA expressions of isoprenoid synthases, FPPS and GGPPS, were associated with earlier age of clinical onset of AD, suggesting that elevated isoprenoid synthesis and subsequent protein prenylation may accelerate AD progression [24].

Studies in cellular and animal models corroborate the role of protein farnesylation in multiple aspects of AD. Pharmacological treatment with farnesyltransferase inhibitors (FTI) has been shown to modulate synaptic and cognitive function as well as amyloid and tau pathologies [18–20, 53], although potential off-target effects of pharmacological agents may confound the results. Targeting FT directly by the genetic approach, we have reported that systemic FT haplodeficiency rescues cognitive function in addition to reducing amyloid pathology in APP/PS1 mice [27]. Here we show that postnatal deletion of neuron-specific FT deletion was sufficient to ameliorate memory deficit and reduce Aβ load in these mice. Interestingly, we also found that neuronal FT deletion significantly reduced anxiety levels in APP/PS1 mice, which was not observed in systemic FT haplodeficient mice. This finding is similar to anxiolytic-like behavior changes reported in rats chronically treated with statins, potentially by modulating N-methyl-D-aspartate (NMDA) receptors in brain regions [54, 55]. Along with the evidence that statin treatment enhances NMDA receptor-mediated synaptic function by inhibiting FPP production and farnesylation [18], these findings suggest that farnesylation-dependent mechanisms in neurons underlie the effects of statins on cognitive function and anxiety levels.

As in systemic FT haplodeficient mice, neuron-specific FT deletion also led to reduced Aβ load in the brain of APP/PS1 mice, indicating the major contribution of neuronal FT-mediated lowering of Aβ to the attenuation of cerebral amyloid pathology. Similarly, the underlying mechanisms involved the shift of amyloidogenic to non-amyloidogenic processing of APP, although neuron-specific FT deletion resulted in a greater reduction of overall process of APP by both α- and β-secretases than systemic FT haplodeficiency [27]. Furthermore, IDE, one of the major Aβ degrading enzymes, was upregulated in the brain of systemic FT haplodeficient mice, contributing to the reduction of Aβ pathology [27], whereas the level of IDE was not changed in the brain of APP/PS1/FTnKO mice. This finding is consistent with the fact that IDE expression is relatively low in neurons compared with glial cells [56], thus the impact of neuronal FT deletion is not sufficient to influence the overall level of IDE in the brain. In agreement with the observation in systemic FT haplodeficient mice, FTI treatment induces IDE secretion from microglia and increases the degradation of Aβ [57]. Interestingly, neuronal FT deletion, like systemic FT haplodeficient, also led to attenuation in microglial activation in the brain, apparently due to reduced amyloid deposition. Taken together, these results demonstrate that while both APP processing and Aβ degradation pathways contribute to reduced cerebral Aβ load in systemic FT haplodeficient mice, significant diminution of overall APP processing is the primary mechanism by which neuronal FT deletion modifies Aβ pathology.

Further molecular insights were provided by transcriptome analysis of frontal cortical tissue samples from different genotypes of mice. Compared with non-transgenic WT controls, the aberrant upregulation of mTORC1 signaling and cholesterol synthesis/metabolism was identified in APP/PS1 mice. Activation of mTORC1 is regulated by various growth factors and oxidative stress [58], which promotes anabolic processes including lipogenesis through SREBP activation and protein synthesis, while inhibits autophagy [59–61]. These findings are consistent with previous studies that have shown an aberrant hyperactivation of mTORC1 pathways along with the accumulation of amyloid plaques in various transgenic AD mouse models [62–64] as well as in postmortem human AD brains [65, 66]. Moreover, genetic reduction or early pharmacological suppression of mTOR has been shown to rescue cognitive deficits, reduce Aβ deposition and intracellular tau accumulation along with an increase of autophagy induction in AD mice [64, 67, 68]. Activation of mTORC1 also stimulates cholesterol/fatty acid synthesis through activation of SREBP1/2 [49, 50]. Our differential gene expression analysis indicates that neuronal FT deletion significantly reduces mTORC1 signaling, and the downstream SREBP1/2-mediated lipogenesis in APP/PS1 mice, restoring them to normal levels as in WT mice.

The reduction of mTORC1 signaling is most likely mediated through the reduction of farnesylated Ras and Rheb in APP/PS1/FTnKO mice, which is supported by results from in vitro study with APP-overexpressing neuronal cells. Farnesylation of Ras is required for its localization to the plasma membrane localization, where it interacts with membrane surface receptor tyrosine kinases (RTKs) and Ras guanidine exchange factor Sos1 [69]. Ras mediates the activation of RTKs signaling through downstream Raf-MEK-ERK and PI3K-PDK1-Akt signaling cascades, eventually leading to the inactivation of TSC1/2 complex via phosphorylation [70]. TSC1/2 is a GTPase-activating protein that hydrolyzes the active Rheb-GTP to the inactive Rheb-GDP. The inactivation of TSC1/2 through Ras-mediated RTKs signaling increases the active GTP-bound Rheb, which then directly activates mTORC1 [70, 71]. Farnesylation of Rheb is essential for the lysosomal membrane-localization of Rheb, where it encounters and activates mTORC1 [72–74]. Notably, Rheb is a major protein identified by our recent prenylomic analysis, the farnesylation of which is significantly reduced in the brain of FTnKO mice [29], as well as shown in this study by immunoblot analysis of membrane and cytosolic fractions of brain homogenates. Thus, these results support the notion that neuronal FT deletion suppresses the pathogenic mTORC1 overactivation by reducing RTKs-Ras mediated Rheb activation and Rheb-mTORC1 interaction through inhibition of farnesylation in APP/PS1 mice. Although neuronal FT deletion did not change the posttranslational modification/membrane association of RhoA, it is noteworthy that Rho-associated protein kinases (ROCKs), especially ROCK2, regulate mTOR signaling and modify tau pathology [75]. Inhibition of ROCK2 suppresses mTOR signaling, enhances autophagic processes, and thereby reduces tau and neurofibrillary tangles [76].

Suppression of mTORC1 signaling leads to downregulation of SREBP1/2-mediated cholesterol/lipogenic pathways, which may explain some beneficial outcomes in APP/PS1/FTnKO mice. The role of cholesterol in AD has been extensively studied. In particular, increase of cholesterol in cell membrane/lipid raft microdomains diminishes membrane fluidity, favoring amyloidogenic APP processing by β-secretase in lipid-rafts while reducing neuroprotective, non-amyloidogenic APP processing in non-lipid rafts of the plasma membrane [77–79]. Consistently, modulation of cellular cholesterol influences Aβ production by affecting the APP interactions with β- or γ-secretase [80–82]. In addition, overexpression of SREBP2 in APP/PS1 transgenic mice has been shown to accelerate Aβ accumulation and induce tau tangle formation [83]. Here we show that neuronal FT deletion corrects the heightened SREBP1/2-mediated cholesterol/lipogenic pathways in APP/PS1 mice, thus promoting non-amyloidogenic processing of APP and lowering Aβ production.

## Conclusions

The present study unveils the dynamics of protein farnesylation in the pathogenic process of human AD and provides novel insights into the specific impact of neuronal FT on AD-like memory impairment and amyloid pathology in APP/PS1 mice. Our results demonstrate that abnormal upregulation of FT occurs in the early stage of human AD, and suppressing neuronal FT alone confers neuroprotective benefits against cognitive deficits and amyloid pathology through reversing pathogenic hyperactivation of mTORC1 signaling in APP/PS1 mice (Fig. 11). In light of the recent approval of an FT inhibitor for the treatment of progeria [84], clinical trials investigating the therapeutic potential of this class of drugs for AD are warranted.

**Fig. 11:**
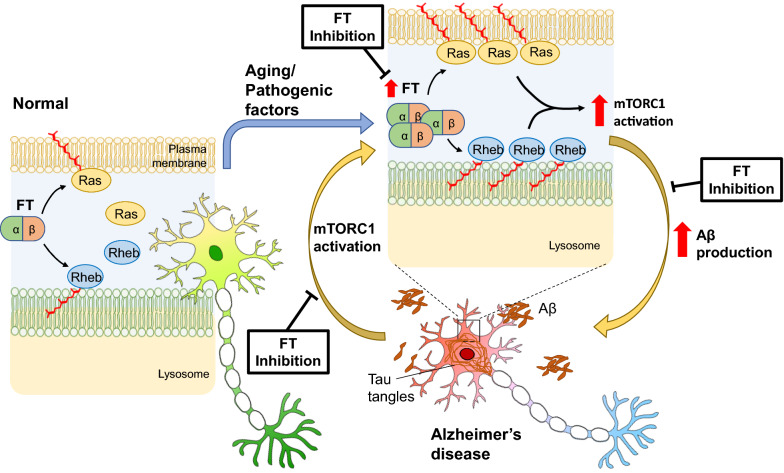
Schematic illustration of FT upregulation pathways leading to AD and reversal by FT deletion or inhibition. Aberrant upregulation of FT/protein farnesylation increases the membrane association of farnesylated proteins, including Ras and Rheb, and their interactions with downstream effectors, leading to hyperactivation of mTORC1 signaling and AD. Deletion or inhibition of FT results in the reduced membrane association of Ras and Rheb and reverses the pathogenic activation of the signaling pathway

## Data Availability

The ROS resources can be requested at https://www.radc.rush.edu. The mouse brain RNA-seq datasets generated and analysed during the current study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174314.

## Abbreviations

AD: Alzheimer’s disease
APOE: Apolipoprotein E
APP: Amyloid-β precursor protein
Aβ: Amyloid-β
BACE1: β-Secretase 1
Cre: Cre recombinase
CTF: Carboxyl-terminal fragments
DEGs: Differentially expressed genes
ERK: Extracellular signal-regulated kinase
FPP: Farnesyl pyrophosphate
FPPS: Farnesyl pyrophosphate synthase
FT: Farnesyltransferase
FTI: Farnesyltransferase inhibitors
FTnKO: Neuronal farnesyltransferase specific knockout
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GGPP: Geranylgeranyl pyrophosphate
GGPPS: Geranylgeranyl pyrophosphate synthase
GGT: Geranylgeranyl transferase
IBA1: Ionized calcium binding adaptor molecule 1
IDE: Insulin degrading enzyme
IPA: Ingenuity pathway analysis
LRP1: Low-density lipoprotein receptor-related protein 1
MCI: Mild cognitive impairment
mTORC1: Mammalian target of rapamycin complex 1
NCI: No cognitive impairment
NMDA: N-methyl-D-aspartate
PS1: Presenilin 1
ROS: Religious orders study
RTKs: Membrane surface receptor tyrosine kinases
S6K: P70 S6 kinase
sAPP: Soluble amino-terminal fragments of amyloid-β precursor protein
SCAP: SREBP cleavage-activating protein
SREBPs: Sterol regulatory element binding proteins
WT: Wild type

How the deposited data were processed for this re-analysis (not part of the article)

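Frontal cortical RNA of 18 mice, 6 WT, 6 APP/PS1 and 6 APP/PS1/FTnKO with 3 females and 3 males each, was sequenced by the authors as stranded mRNA libraries. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with Hisat2 and counted them with featureCounts, and the deposited values are raw counts per Ensembl gene without normalization. The version of featureCounts, its strand and multi-mapping settings and its annotation are not given in the sources used here. The deposited table holds 55487 genes, of which 33439 had at least 1 count, and each of its 18 columns is a mouse. The total counts were 16452173 to 20602274 in WT, 15925432 to 20703587 in APP/PS1 and 16479413 to 21030935 in APP/PS1/FTnKO mice, so that counting error is small for all but weakly expressed genes. Gene positions were taken from a GRCm38 annotation, which covered 99.4% of the genes.

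Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10, quasi-likelihood F test, sex as an additive term, the 3 genotypes in a single fit) and Benjamini-Hochberg adjustment with a threshold of 0.05. The fit was planned on all 18 mice, with 17285 genes, and was repeated on the 17 mice that the paper's heatmap shows, with 17414 genes. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE normalization, no filter, a stricter filter, a robust estimate of the spread, no sex term, the RNA integrity number (RIN) as a covariate, the mice with a RIN of at least 8, only the genotypes compared, and each mouse left out in turn. DESeq2 on only the genotypes compared, and those that combine another choice with the removal of WT mouse 19622, were added after the counts had been seen, except DESeq2 on the 3 genotypes with each WT mouse left out. The same fit with a sex by genotype interaction was used for differences between the sexes. All tools were tested on simulated data, in which 200 genes were changed: for APP/PS1/FTnKO against APP/PS1 in the 17 mice edgeR recovered 70% of them with 3.92% of its calls false, and DESeq2 74% with 10.3% false. The changes were log2 fold changes of 1 and 0.5 in size, of which edgeR recovered 81.2% and 58.6%, and of the 20 cholesterol biosynthesis genes, lowered by a smaller amount (median log2 fold change -0.30), it called 7 over all genes.

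Over-representation was tested with Fisher's exact test on the Reactome mouse sets that come with fgsea 1.28.0 (1457 sets, of which those with 10 to 500 tested members were used), against the tested genes with an entry in any set. The Hallmark sets and the upstream regulator software of the paper were not at hand and were not used. Lists of genes were tested with limma's fry on edgeR's fit and with camera: cholesterol biosynthesis, SREBP targets, homeostatic and activated microglia, astrocytes, reactive astrocytes, oligodendrocytes, excitatory neurons, interneurons, endothelium, striatum, olfactory bulb, choroid plexus, thalamus, blood, immediate early genes, strain differences, transgene-linked genes and Reactome's mTOR signalling and mTORC1-mediated signalling sets. Lists for cerebellum, hindbrain Hox genes and forebrain were added after WT mouse 19622 had been seen to lie apart. The share of APP/PS1 changes that move back in APP/PS1/FTnKO mice was set beside 40 simulated draws without an effect of the knockout. For each count of genes, 100 of the 200 regroupings of the mice that keep the sexes balanced, the real one included, were fitted in the same way.

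The genes named are, for APP/PS1/FTnKO against APP/PS1 and for APP/PS1 against WT mice, the 5 called genes with the smallest p in each direction whose sign held with each mouse left out, every gene named in the text or in Figs. 8 and 9, the genes of the proteins measured in the paper, and App, Prnp, Fntb, Camk2a, Xist and Ddx3y as checks of the labels, and some genes of the rule are not reported here. The names in the figures had been seen when the rule was written. Genes outside the rule, such as Lamr1-ps1 and the cerebellar genes, were chosen after their values were seen. No mouse was left out apart from the settings named, and 0 columns of the deposited table were unused.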

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

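The tests of tissue, RNA quality, depth, label exchange and spread for WT mouse 19622, those of Lamr1-ps1, and the regroupings of APP/PS1/FTnKO and APP/PS1 mice in edgeR's fits were chosen after the results were seen, while the regroupings of either genotype with WT mice were not.

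WT mouse 19622 had a mean distance of 4.31 to the other WT mice, farther from them than the spread of its group allows by Dixon's test. In the same test it stood apart in normalized CPM of Camk2a (132), Ctnnb1 (498), Ccnd2 (15.6), Hey1 (40.5), Pmepa1 (27.9), Furin (55.8), Ehd1 (86.2), Snn (148), Kcnip3 (70.5), Pdgfb (8.66), Cox8a (154) and Gpi1 (449). Its RIN was 8.6, its total count 19.3 M and the share of its counts on the top 10 genes 4.39%, all of which argue against degraded RNA, low depth or a few dominant genes. Its smallest mean distance to the mice of any genotype was 4.27, which argues against an exchange of labels with another mouse of the study. A list of 20 cerebellar genes, of which 12 were above 1 CPM in other WT mice, had a median log2 level of 4.79 relative to the other WT mice, and a list of forebrain genes one of -4.86. Gabra6 had 400 CPM, Cbln1 492 and Cbln3 864, where the other mice had at most 0.186, 9.67 and 0.995. A loss of the forebrain list of that size argues against frontal cortex with a small part of another tissue. A candidate explanation is that the sample holds cerebellar or hindbrain tissue, a hypothesis found and tested on the same counts.

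APP/PS1 mouse 16975 had a mean distance of 2.34 to the other APP/PS1 mice, past Dixon's limit with the 500 genes and with a common set of genes, but not with all tested genes, and its RIN was 7.7. Hmgcs1 in APP/PS1 mouse 19744 (395 normalized CPM) and in APP/PS1/FTnKO mouse 19720 (278), Ctnnb1 in APP/PS1/FTnKO mouse 19394 (392) and Ccnd2 in APP/PS1/FTnKO mouse 16974 (41.5) also lay past the limit. Chance puts about 1 in 20 groups past it, and of 117 groups tested 19 were, of which 5 did not involve 19622. No biological explanation was tested for these.

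Lamr1-ps1, a processed pseudogene that the paper does not discuss, had at least 6.08 normalized CPM, with the scaling of the 18 mice, in each of the 12 mice with APP/PS1 and 0 counts summed over the WT mice. Reads shared with its parent gene Rpsa would appear in WT mice too, and 0 there argue against them. Counts in all 12 mice with the transgene are what a sequence carried by the transgene or linked to it would give, which cannot be told apart from a change in expression because every mouse with APP/PS1 carries both.

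APP/PS1/FTnKO and WT mice, which the paper does not compare in numbers, differed in 674 genes in the 17 mice in edgeR's test and in 261 in the 18. Of 100 regroupings, the real one included, 1 gave as many in either set of mice, so chance can be excluded at that level. Of the 674 genes, 155 were also called between APP/PS1 and WT mice, and for 535 (79.4%) the APP/PS1/FTnKO mice lay farther from WT than the APP/PS1 mice, as they did for 164 of the 261 (62.8%) in the 18 mice. The genes were selected for a difference of the APP/PS1/FTnKO mice from WT, which favours such a share, and its level without an effect of the knockout was not estimated. The count without 1 further mouse in the 17 ranged from 206 without 19053 to 987 without 18973. The APP/PS1 transgenes, the knockout and the Cre line all differ between these groups, the background of the WT mice is not settled, and the biological explanations that the design gives were not separated.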

How the results depend on the processing

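Which alternatives to run was set before the data were examined, and DESeq2 on only the genotypes compared and the tests that combine another choice with the removal of 19622 were chosen after the results were seen, apart from DESeq2 on the 3 genotypes. The cause was not tested for any change below unless it is stated. No paired analysis was run. The paper calls the mice littermates, but the litter of each mouse is not given in the sources used here. Ddx3y had 93.2 to 111 normalized CPM in males 16974, 16975, 18973 and 19101 and 42.6 to 52.3 in the other males. Each of these groups holds males of every genotype, and a fit with them as blocks was not run.

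The 2 calls of edgeR between APP/PS1/FTnKO and APP/PS1 mice in 18 mice stayed at 2 under RLE, either filter, no sex term, the robust spread and without mice of RIN below 8, and were 3 with limma-voom, 7 with RIN as a covariate, 5 in the 12 mice alone and 36 with DESeq2. With each mouse left out they were 1 to 57, with 57 without 19622, 6 without 16975 and 1 without 19553, 19619, 19744, 18943, 19394, 19722, 18973 or 19720. The common dispersion was 0.0171 without 19622, 0.0400 with it and 0.0394 to 0.0427 with another mouse left out, so a candidate cause of the rise to 57 is that 19622 widens the spread that the genotypes share. DESeq2 with each WT mouse left out gave 27 without 19718 to 246 without 19622. Without 19622, RIN as a covariate gave 261, RLE 49, limma-voom 47 and the removal of mice of RIN below 8 14, and DESeq2 on the 12 mice gave 141. In the 17 mice the 57 calls became 10 without 19554, 17 without 19553, 20 without 19394, 22 without 18943, 27 without 19744, 31 without 16974, 33 without 19053, 19101, 19721 or 19722, 34 without 18944 or 19619, and 81 without 16975.

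Between APP/PS1 and WT mice the 207 calls were 404 with DESeq2, 68 with RIN as a covariate, 80 without mice of RIN below 8 and 119 in the 12 mice alone, and within 1.5 times under the other planned choices. They ranged from 128 without 19723 to 290 without 19744, with 133 without 16975, and with DESeq2 from 314 without 19718 to 453 without 19622. Without 19622 they were 84 with RIN, 120 without mice of RIN below 8 and 481 with DESeq2 on the 11 mice. In the 17 mice the 261 calls ranged from 124 without 19053 to 465 without 19744, with 148 without 18944, 154 without 19723, 156 without 16975, 166 without 19718, 169 without 19554 and 174 without 19721.

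Between APP/PS1/FTnKO and WT mice the 261 calls of the 18 mice were 866 with DESeq2, 123 with RIN, 110 without mice of RIN below 8 and 172 in the 12 mice alone. They ranged from 91 without 16974 to 674 without 19622, with 143 without 18944, 124 without 19718, 122 without 19721, 421 without 16975, 118 without 18943, 105 without 19394, 465 without 18973 and 131 without 19720, and with DESeq2 from 535 without 19718 to 1301 without 19622. Without 19622 they were 1606 with DESeq2 and 859 with edgeR on the 11 mice, 666 with RLE, 649 with limma-voom, 388 with RIN and 368 without mice of RIN below 8.

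The interaction between sex and genotype gave 0 genes in edgeR for APP/PS1 against WT, and 2 with DESeq2, 1 with no filter, 1 without mice of RIN below 8 and 0 to 1 with each mouse left out (1 without 19554). Sets among the lower genes of APP/PS1/FTnKO mice numbered 0 in edgeR in the 18 mice and without any WT mouse other than 19622, where 0 genes were called lower so that the outcome was fixed, and 0 without 19622, 4 with DESeq2 without 19622 and 1 with DESeq2 on the 12 mice. Sets among the higher genes of APP/PS1 mice numbered 3, and 14 with DESeq2, 29 against all tested genes, 5 with sets from 5 members, 23 with DESeq2 without 19622, 17 with DESeq2 on the 11 mice and 2 without 19718 to 8 without 19101, with 7 without 19053 or 19622.

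The cholesterol list stayed lower in APP/PS1/FTnKO than in APP/PS1 mice (-0.22 to -0.16 with each mouse left out) and higher in APP/PS1 than in WT mice (0.13 to 0.27), past an unadjusted 0.05 in fry or camera under every alternative run on the 18 mice, while camera with an estimated correlation did not pass it for the second in the 17 mice. Against WT its median in APP/PS1/FTnKO mice was -0.0027 with RLE, -0.025 with RIN without 19622 and -0.051 to 0.051 with each mouse left out, below 0 without 19053, 19622, 19721, 18943, 19722 or 19720. The SREBP targets for APP/PS1 against WT kept their direction and no longer passed that threshold with RIN (median 0.11), without mice of RIN below 8 (0.13), in camera with either correlation (0.11) and with RIN without 19622 (0.058), nor without 19053, 19554 or 19723, with medians of 0.082 to 0.13 as each mouse was left out.

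Reactome's mTOR signalling set for APP/PS1 against WT no longer passed an unadjusted 0.05 with RIN (-0.028), without mice of RIN below 8 (-0.044), in camera with either correlation (-0.040) and with RIN without 19622 (-0.016), nor without 19053, 19718, 19721, 19553, 19554, 16975 or 19619, with medians of -0.057 to -0.019 as each mouse was left out. For APP/PS1/FTnKO against APP/PS1 its median was -0.0028 with RIN, -0.0010 with RIN without 19622 and -0.0069 to 0.021 with each mouse left out, and against WT -0.038 to -0.0044, passing 0.05 without 19101, 19744 or 18973. The mTORC1-mediated set for APP/PS1 against WT no longer passed 0.05 with RIN (-0.033), without mice of RIN below 8 (-0.062), in camera with either correlation (-0.065) and with RIN without 19622 (-0.031), and its median was -0.079 to -0.047 with each mouse left out. For APP/PS1/FTnKO against APP/PS1 its median was -0.0018 with RIN, -0.0090 without mice of RIN below 8 and -0.0072 to 0.030 with each mouse left out, and against WT -0.027 with RIN without 19622 and 2.5e-04 to 0.039 with each mouse left out.

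The share of APP/PS1 changes that move back was 91.8% in 18 mice, 92.9% for higher genes only, 93.8% without mice of RIN below 8, a median of 90.3% over 18 splits without shared mice, which ranged from 22.4% to 95.1%, and 89.3% to 96.0% with each WT mouse left out. No chromosome was over-represented among the calls of edgeR in either set of mice or of DESeq2 in the 18, with the smallest FDR at 0.272. Of 123 named genes, 83 kept their direction and side of the threshold for APP/PS1/FTnKO against APP/PS1 with DESeq2, RLE, RIN, without mice of RIN below 8 and with each mouse left out, and 68 for APP/PS1 against WT, and 0 reversed. Depth limits the weakly expressed genes, such as Chrnb3 at 0.692 CPM in APP/PS1 mice.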

Differences from the paper's values

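The paper's numbers were set beside those of the planned fit of 18 mice, and the tests of DESeq2 on only the mice of the genotypes compared, or with further choices without 19622 apart from DESeq2 on the 3 genotypes, were chosen after the result was seen.

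Between APP/PS1/FTnKO and APP/PS1 mice the paper's number of differentially expressed genes is 156, with 72 lower and 84 higher, and edgeR called 2 in 18 mice, 0 lower and 2 higher, with 1152 genes at an unadjusted p below 0.05. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's 156 or 72, and DESeq2 without 19622 did for the higher genes, with 116, while its total was 246 and its lower genes 130. edgeR without 19622 gave 57, 25 and 32, and DESeq2 on the 18 mice 36, 14 and 22. DESeq2 on the 12 mice, chosen after seeing the values, called 141 genes, 76 lower and 65 higher, and drops 4 of the paper's 29 genes named as lower (Fntb, Hey1, Trib1 and Hmgcs1). RIN as a covariate without 19622, also chosen after seeing the values, gave 107 higher genes, with 154 lower. DESeq2 on the 17 mice drops 1 of the 29, Fntb, which edgeR and DESeq2 called in neither the 12, the 17 nor the 18 mice.

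Between APP/PS1 and WT mice the paper's number is 483, from 5 WT mice. In Fig. 8C, read by eye, about 380 of these are higher and about 100 lower. In the 18 mice, with 6 WT mice, edgeR called 207, 196 higher and 11 lower. On the paper's 17 mice, without 19622, edgeR called 261, 230 higher and 31 lower. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's total with 404 on the 18 mice and 377, 369, 453, 404 and 352 without 18944, 19053, 19622, 19101 and 19721, but not without 19718 (314), and the other choices did not. For the higher genes DESeq2 (333), edgeR without 19744 (267) and DESeq2 without 18944, 19053, 19622, 19101, 19718 and 19721 (296, 281, 376, 330, 264 and 294) did. For the lower genes DESeq2 (71) and DESeq2 without 18944, 19053, 19622 and 19101 (81, 88, 77 and 74) did, and the others did not. DESeq2 on the 11 mice without 19622, chosen after seeing the values, called 481, 377 higher and 104 lower. How many of the paper's own called genes it drops was not counted, since the paper's list is not given in the sources used here. edgeR on the 17 mice without 19744 or 18973, also chosen after seeing the values, called 465 and 323.

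The paper states that more genes were higher than lower in APP/PS1/FTnKO mice, and DESeq2 on the 12 mice called 65 higher and 76 lower, where edgeR on the 17 mice called 32 and 25. The paper states that mTORC1 signaling genes were raised in APP/PS1 mice, and Reactome's mTOR signalling and mTORC1-mediated signalling sets, which are not the paper's set, had medians of -0.057 and -0.062 in the 17 mice, while 31 of the 33 genes of the paper's heatmap were higher.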

Other observations

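The tests of RNA quality, gene length, cell types, Churc1, the segregating allele and the Cre line were chosen after the results were seen, as were the regroupings of APP/PS1/FTnKO and APP/PS1 mice in edgeR's fits, for DESeq2 on the 12 mice, for the lists and for the share that moves back, while those of the interactions and of comparisons with WT mice, and the simulated share, were not.

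Regrouping the mice gave as many calls as the real grouping of APP/PS1/FTnKO and APP/PS1 mice in 4 of 100 groupings for the 17 mice and 3 for the 18, the real one included. Such numbers of calls were uncommon, but other groupings reached 1705 calls in the 17 mice and 297 in the 18. Chance is therefore unlikely at that level but not excluded. For APP/PS1 against WT the numbers were 2 and 1, and for APP/PS1/FTnKO against WT 1 and 1. For DESeq2 on the 12 mice it was 8 of 100, and chance cannot be excluded, although the median of the other groupings was 0, which argues against DESeq2 calling many genes under any grouping. Groupings with 1705, 286 and 918 calls put 19553, 19619, 19744, 19722 and 18973 together, and their RIN differed between the groups by 0.233, 0.4 and 0.467, against 0.2 in the real grouping. With RIN as a covariate the 17 mice gave 261 calls. For the cholesterol list the groupings with a p as small were 2 in the 17 and 2 in the 18 mice for APP/PS1/FTnKO against APP/PS1, and 3 and 2 for APP/PS1 against WT. For the SREBP targets they were 2 and 2, and 2 and 8, so that chance cannot be excluded for the last, the 18 mice of APP/PS1 against WT.

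The share of APP/PS1 changes that move back was 89.3% in the 17 mice, and 35 of 100 groupings gave as large a share, and 28 of 100 in the 18 mice, so chance cannot be excluded. The APP/PS1 mice shared by both comparisons gave up to 73.6% in simulated mice for the 17 and 76.0% for the 18, and their part in the real share cannot be told apart from an effect of the knockout because the groupings vary more than the simulated draws.

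Sex and genotype interacted at an unadjusted p below 0.05 in 292 genes for APP/PS1/FTnKO against APP/PS1 and 809 for APP/PS1 against WT in edgeR, with 0 past the FDR threshold, and in 390 and 967 in DESeq2, with 0 and 2. Of 100 groupings 75 and 53 gave as many, so chance cannot be excluded. With each mouse left out, the 292 of edgeR became 209 without 16974 to 641 without 16975. The 809 became 531 without 19553 to 1677 without 19053. The gene called for APP/PS1 against WT without 19554 is the pseudogene Tdg-ps2, named after its values were seen, and DESeq2 also called S100a5.

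Between APP/PS1 and WT mice, whose RIN differed, log2 fold changes fell with gene length across genes (Spearman's rho -0.218 in 18 mice, where genes are not independent replicates), and 90.3% of the calls remained after the trend was removed, which argues against length as the whole cause. With RIN as a covariate 100% of the calls kept the larger part of their log2 fold change (median ratio 0.795), although 68 genes were past the threshold. The cholesterol list was lower in APP/PS1/FTnKO mice by -0.183 with RIN as a covariate and by -0.19 after removal of the trends with length and GC content, which argues against both. The oligodendrocyte list had a median of 0.0151 with members in both directions, so fewer oligodendrocytes cannot be told apart from lower expression within cells.

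Fntb varied among the 11 mice that carry no Cre and are not 19622 by 2.3 times between the highest and the lowest normalized CPM, and Churc1, which overlaps it, by 1.3 times, which argues against reads shared with Churc1. The paper gives the mice of each group as homozygous for the floxed allele, while the record of the deposited data calls the WT mice C57BL/6J. A floxed and an unfloxed allele that segregate cannot be told apart from other causes, since the genotype at the locus is given by group and a genotype per mouse is not given in the sources used here. Among the 18 mice, Cre and the knockout occur only together, in the APP/PS1/FTnKO mice. The Cre line therefore cannot be told apart from the loss of farnesyltransferase. The design also holds 0 mice with FTnKO and without APP/PS1, but such mice would carry both and could not separate them.

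In the 17 mice the lists of activated microglia (median log2 fold change 1.93, FDR = 1.3e-04 in limma's fry), homeostatic microglia (0.58, FDR = 0.00896), reactive astrocytes (1.38, FDR = 0.0027) and transgene-linked genes (0.024, mean 0.45, FDR = 1.55e-06) were higher in APP/PS1 than in WT mice, with adjustment over 66 tests, and 14, 5, 5 and 2 genes were called over all genes and 16, 7, 6 and 2 adjusted over the list alone. Between APP/PS1/FTnKO and APP/PS1 mice none of the further lists was past an FDR of 0.05 in limma's fry: activated microglia -0.24, homeostatic microglia -0.24, astrocytes -0.017, reactive astrocytes -0.25, excitatory neurons -0.024, interneurons 0.12, endothelium -0.043, striatum -0.087, olfactory bulb -0.76, choroid plexus -0.75, thalamus 0.0039, blood 0.37, immediate early genes -0.24, strain differences -0.10 (mean 0.024), transgene-linked genes -0.027, cerebellum -0.061 and forebrain 0.055. Activated microglia had 15 of 16 genes lower, homeostatic microglia 10 of 10 and immediate early genes 12 of 12. Their unadjusted p was 0.00172, 3.39e-06 and 8.82e-06 in camera under its preset correlation, and 0.308, 0.0895 and 0.106 under an estimated one. Interneurons (8 of 8) and blood (5 of 5) were higher in every gene. An FDR above 0.05 does not show that these lists were unchanged. The list of strain differences had a median of -0.017 (FDR = 0.786 in limma's fry, 0 called over all genes) for APP/PS1 against WT and of 0.0022 (mean -0.050, FDR = 0.34 in limma's fry, 1 called over all genes) for APP/PS1/FTnKO against WT, and with 9 genes that go both ways it leaves the background of the WT mice unsettled. The immediate early genes were lower in APP/PS1/FTnKO than in WT mice (-0.50, FDR = 0.0247 in limma's fry), with 9 called over the list alone and 4 over all genes, and did not pass an FDR of 0.05 in the 18 mice (-0.44, FDR = 0.312). Of the hindbrain Hox genes, 0 of 12 had enough counts to be tested.

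Of the mRNAs of proteins that the paper measured, these were not called between APP/PS1/FTnKO and APP/PS1 mice by edgeR in the 17 mice: Fnta 0.06, Pggt1b -0.16, Hras -0.11, Rheb -0.03, Rhoa -0.04, Dnaja1 0.11, Bace1 -0.02, Apoe -0.21, Lrp1 0.06, Ide -0.05, Mme -0.06, Aif1 -0.33, Mapk3 -0.01, Akt1 -0.02, Rps6 0.13 and Rps6kb1 0.05 on the log2 scale, with FDRs from 0.283 to 0.979.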
